# The putative RNA helicase DDX1 associates with the nuclear RNA exosome and modulates RNA/DNA hybrids (R-loops)

**DOI:** 10.1016/j.jbc.2024.105646

**Published:** 2024-01-12

**Authors:** Julia L. de Amorim, Sara W. Leung, Ramona Haji-Seyed-Javadi, Yingzi Hou, David S. Yu, Homa Ghalei, Sohail Khoshnevis, Bing Yao, Anita H. Corbett

**Keywords:** RNA exosome, DDX1, RNA degradation, RNA helicase, RNA processing, DRIP sequencing, RNA sequencing, R-loop

## Abstract

The RNA exosome is a ribonuclease complex that mediates both RNA processing and degradation. This complex is evolutionarily conserved, ubiquitously expressed, and required for fundamental cellular functions, including rRNA processing. The RNA exosome plays roles in regulating gene expression and protecting the genome, including modulating the accumulation of RNA-DNA hybrids (R-loops). The function of the RNA exosome is facilitated by cofactors, such as the RNA helicase MTR4, which binds/remodels RNAs. Recently, missense mutations in RNA exosome subunit genes have been linked to neurological diseases. One possibility to explain why missense mutations in genes encoding RNA exosome subunits lead to neurological diseases is that the complex may interact with cell- or tissue-specific cofactors that are impacted by these changes. To begin addressing this question, we performed immunoprecipitation of the RNA exosome subunit, EXOSC3, in a neuronal cell line (N2A), followed by proteomic analyses to identify novel interactors. We identified the putative RNA helicase, DDX1, as an interactor. DDX1 plays roles in double-strand break repair, rRNA processing, and R-loop modulation. To explore the functional connections between EXOSC3 and DDX1, we examined the interaction following double-strand breaks and analyzed changes in R-loops in N2A cells depleted for EXOSC3 or DDX1 by DNA/RNA immunoprecipitation followed by sequencing. We find that EXOSC3 interaction with DDX1 is decreased in the presence of DNA damage and that loss of EXOSC3 or DDX1 alters R-loops. These results suggest EXOSC3 and DDX1 interact during events of cellular homeostasis and potentially suppress unscrupulous expression of genes promoting neuronal projection.

The RNA exosome is a 10-subunit ribonuclease complex responsible for processing and degradation of many classes of RNA in all eukaryotes and many archaea. The ribonuclease activity of the RNA exosome is critical for both RNA quality control and precise processing of key RNAs, including rRNA (1, 2, 3). As illustrated in Figure 1*A*, the 10 subunits of the RNA exosome are organized into a noncatalytic cap, composed of three subunits (EXOSC1, EXOSC2, and EXOSC3), a noncatalytic core ring, comprising six subunits (EXOSC4, EXOSC5, EXOSC6, EXOSC7, EXOSC8, and EXOSC9), and one catalytic 3′-5′ exo/endoribonuclease subunit (DIS3 or DIS3L) (4, 5, 6, 7, 8, 9). Most target RNAs are threaded through the cap and central channel of the RNA exosome to reach DIS3 or DIS3L for processing and/or degradation (5, 10, 11, 12). Studies in yeast and other model systems have shown that the RNA exosome complex is essential (2, 13, 14, 15, 16, 17, 18) and ubiquitously expressed (19). Although this complex has been studied for decades, key questions, such as how the RNA exosome is targeted to specific RNAs, remain to be answered.

**Figure 1:**
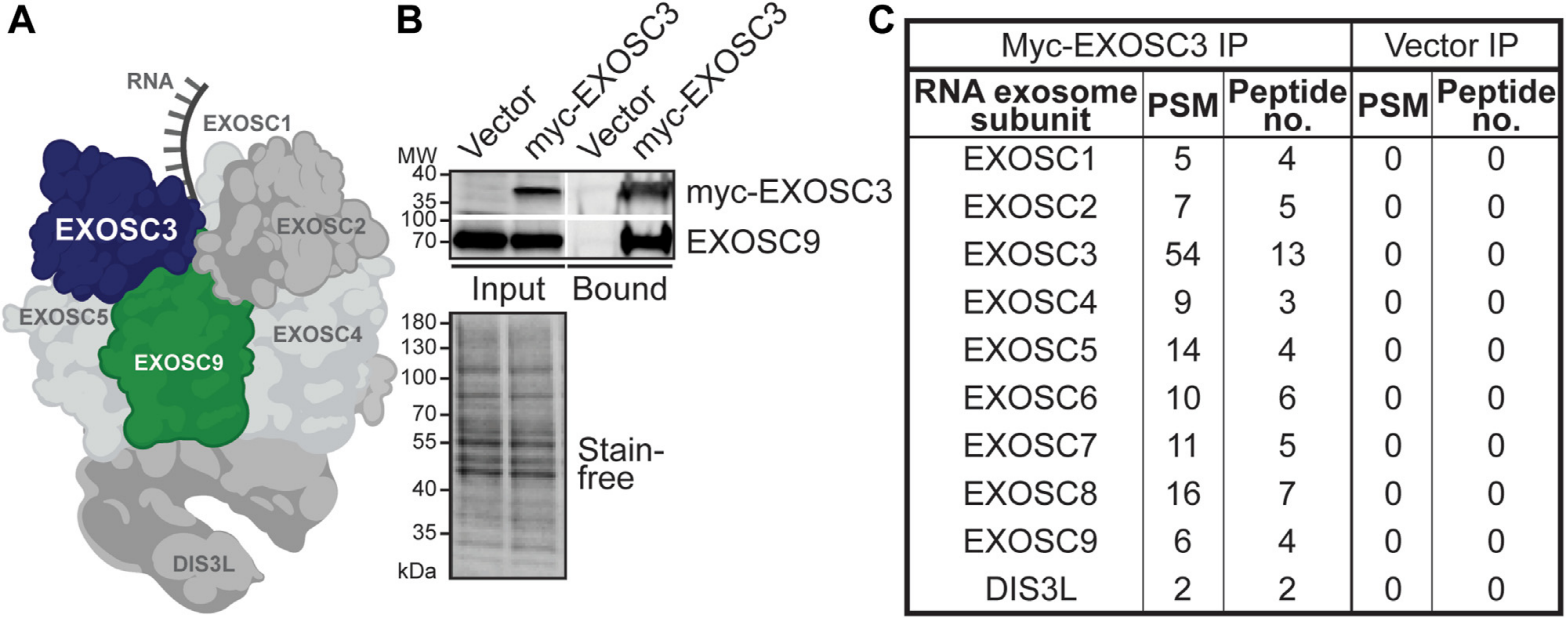
**RNA exosome subunits coimmunoprecipitate with tagged EXOSC3.***A*, the RNA exosome is a conserved exo/endoribonuclease complex that comprises ten subunits. Nine of the ten subunits are structural and termed exosome components. EXOSC1, EXOSC2, and EXOSC3 make up the cap and EXOSC4, EXOSC5, EXOSC6, EXOSC7, EXOSC8, and EXOSC9 make up a *barrel-shaped core*. In this graphic, EXOSC3 (*navy*) and EXOSC9 (*green*) are *highlighted*. EXOSC6, EXOSC7, and EXOSC8 are positioned behind subunits EXOSC4, EXOSC5, and EXOSC9, and consequently are not visible. The catalytic subunit, DIS3 or DIS3L, sits at the base of the complex [PDB 6H25 (6)]. *B*, EXOSC9 core subunit coprecipitates with myc-EXOSC3 from murine neuronal N2A cell line. Cells were transfected with a plasmid encoding Vector control or myc-EXOSC3, followed by immunoprecipitation using anti-myc magnetic beads. Input for Vector control and myc-EXOSC3 was probed by an anti-myc antibody and a band corresponding to the molecular weight is detected in the input but not Vector control for myc-EXOSC3. Input for Vector control and myc-EXOSC3 is probed by an anti-EXOSC9 antibody and a band at the corresponding molecular weight is present in both lanes. Bound for Vector control and myc-EXOSC3 is probed by an anti-myc and an anti-EXOSC9 antibody, and a band corresponding to the molecular weight is detected in the bound fraction for myc-EXOSC3 but not for Vector control. Stain-free blot indicates the loading of total protein in the input. Immunoprecipitation of the myc-tagged EXOSC3 copurifies with the endogenous EXOSC9 subunit. *C*, eluates of the bound myc-EXOSC3 immunoprecipitation were analyzed by LC-tandem mass spectrometry. A *table* shows all RNA exosome subunits detected, listing the peptide-spectrum matches (PSM) and the peptide numbers for each subunit. Vector IP serves as a control. IP, immunoprecipitation.

The RNA exosome complex processes/degrades multiple classes of RNAs in both the nucleus and the cytoplasm. The best-defined role of the RNA exosome is the processing of precursor rRNA to mature rRNA for the production of ribosomes (1, 2, 20, 21, 22). Other RNAs in the nucleus/nucleolus targeted by the RNA exosome include RNA from RNA/DNA hybrids, commonly known as R-loops, promoter upstream transcripts, snRNAs, small nucleolar RNAs (snoRNAs), and other noncoding RNAs (ncRNAs), such as transcription start site–associated antisense transcripts (xTSS-RNA) (3, 23, 24, 25, 26, 27, 28). In the cytoplasm, the RNA exosome targets aberrant transcripts for degradation, mRNAs for regulatory turnover, and viral RNAs as a cellular immune response (26, 29, 30, 31, 32, 33). The RNA exosome has also been implicated in DNA double-strand break repair by homologous recombination, potentially targeting aberrant transcripts produced upon DNA damage (34). The transcripts that are targeted in response to DNA damage are often within R-loop structures, which occur naturally during transcription. An accumulation of R-loops may have deleterious effects, leading to double-strand breaks and genomic instability (35). Studies suggest that the RNA exosome is poised to degrade released RNA after R-loops are unwound by RNA/DNA helicases (36).

The RNA exosome plays a critical role in cells by degrading and/or processing many transcripts in different cellular compartments. Thus, missense mutations in genes encoding structural subunits of the complex are linked to several human diseases, termed exosomopathies (37, 38). The first link between the RNA exosome complex and disease described a patient with a missense mutation in *EXOSC3*, which causes the neurological disease pontocerebellar hypoplasia type 1B (39). This autosomal recessive disease is characterized by severe atrophy and progressive hypoplasia of the pons and cerebellum (40, 41, 42). Since the initial report of mutations in *EXOSC3*, more mutations have been identified and described in *EXOSC1*, *EXOSC2*, *EXOSC5*, *EXOSC8*, and *EXOSC9* (16, 17, 43, 44, 45, 46). All patients, with the exception of individuals with mutations in *EXOSC2*, suffer from cerebellar atrophy, at least to some extent. Patients with mutations in *EXOSC2* present with a syndromic condition that consists of short stature, hearing loss, retinitis pigmentosa, distinctive facies, and mild intellectual disability (44, 47). Why mutations in genes encoding structural subunits of the RNA exosome impact the cerebellum is not at all clear.

A number of protein cofactors associate with the RNA exosome to confer RNA target specificity. Several RNA exosome cofactors that were originally identified and characterized in budding yeast are conserved in human (4, 48, 49, 50, 51, 52, 53). For example, the RNA exosome requires helicases for proper RNA processing as RNAs with significant secondary structure are unable to enter the central channel of the hexameric ring of the RNA exosome (5). A nuclear helicase, termed MTR4 (alternatively named SKIV2L2), interacts with the RNA exosome and facilitates processing of RNA in the nucleus (7, 8). A well-characterized cytoplasmic helicase, termed SKIV2L in humans or Ski2 in budding yeast, directly interacts with the RNA exosome and assists in cytoplasmic rRNA processing (49, 51). The RNA exosome also interacts with nuclear scaffolding proteins, such as M-phase phosphoprotein 6 (alternatively named MPP6), and other associated ribonucleases, such as EXOSC10 (human) or Rrp6 (budding yeast) (7, 8). One potential hypothesis to explain how single amino acid changes in structural subunits of the RNA exosome cause disease is that modest changes in the subunits alter interactions of the complex with cofactors required to target and subsequently process or degrade specific RNAs. As the RNA exosome is essential for fundamental processes, such as the production of mature ribosomes, a complete loss of function in patients seems unlikely. Why the majority of missense mutations identified in patients with exosomopathies cause clinical consequences most notable within regions of the brain remains unclear.

In this study, we examined the interactome of the RNA exosome in a neuronal cell line. An unbiased mass spectrometry approach identified a number of candidate binding partners. We identified the putative RNA helicase DDX1 as a protein that interacts with EXOSC3 and explored the shared functions. We found that DDX1 interacts with EXOSC3 in the nucleus that the interaction is DNA damage–sensitive and that the depletion of EXOSC3 or DDX1 results in significant changes in R-loops. Together, these findings suggest a novel aspect of RNA exosome function and regulation that is required for gene expression control.

## Results

### Proteomics reveal a suite of EXOSC3 interactors

To identify RNA exosome–interacting proteins in a neuronal cell line, we transiently transfected a plasmid encoding myc-tagged EXOSC3 into a murine neuroblastoma cell line (N2A) and purified coprecipitated proteins using anti-myc magnetic beads as described in Experimental procedures. Immunoblots shown in Figure 1*B* confirm that myc-EXOSC3 is enriched in the bound fraction compared with the vector control. The core subunit EXOSC9 of the RNA exosome coprecipitates with myc-EXOSC3, suggesting myc-tagged EXOSC3 associates with the RNA exosome complex. We then subjected the immunoprecipitates to LC-MS/MS as described in Experimental procedures. The table in Figure 1*C* shows that all subunits of the RNA exosome complex were detected in the myc-EXOSC3 immunoprecipitation as compared to samples from the control.

The RNA exosome–interacting proteins identified by mass spectrometry were analyzed using the Panther Gene Ontology (GO) program and organized by protein class (Fig. 2*A*). A complete list of the interacting proteins is provided in Table S1. We excluded all proteins for which the peptide spectra matches (PSMs) log_2_ ratio was less than or equal to zero. We examined 955 proteins for which the PSM equated to greater than zero. The largest category of the GO protein classes is “translation” containing 120 proteins and the second largest is “nucleic acid metabolism and binding” with 114 proteins. Within the latter category, all the RNA exosome subunits and some known cofactors, including MTR4 (also known as SKIV2L2) and MPP6, are present. Figure 2*B* shows cofactors (green) and potential RNA exosome–interacting candidates selected for further analysis (blue). The PSM and peptide numbers are low for even well-established cofactors, and therefore we used literary analysis and a higher PSM and peptide number to inform decisions to explore specific interactors. For this analysis, we opted to focus on nucleic acid metabolism/binding instead of translation because several cytoplasmic interactions between the RNA exosome and cofactors have been well characterized (49, 50) and interactions between the RNA exosome and ribosome subunits have been defined (51, 52).

**Figure 2:**
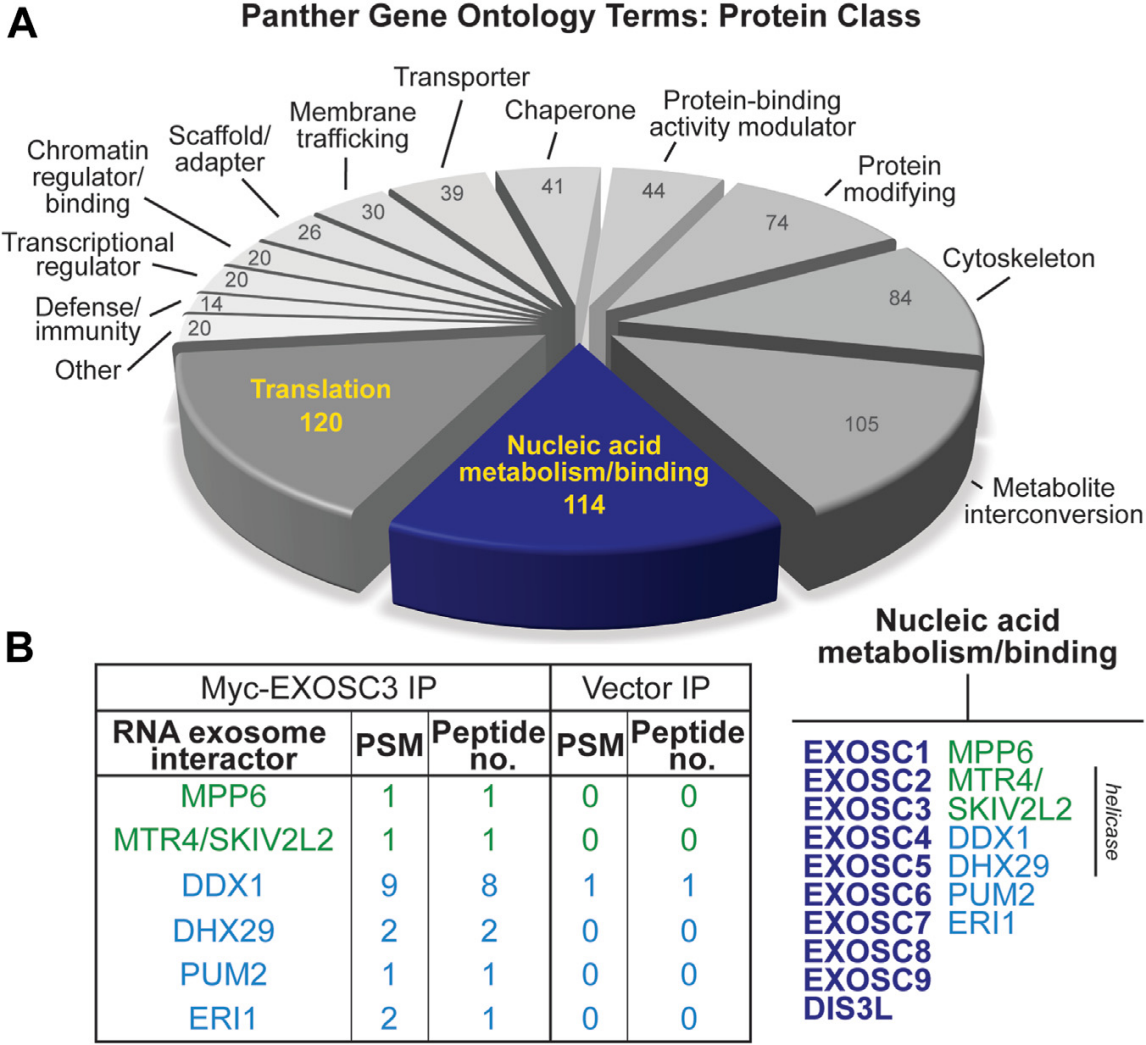
**Novel EXOSC3/RNA exosome interactors identified using LC-tandem mass spectrometry.***A*, *pie chart* that organizes proteins that coprecipitate with myc-EXSOSC3 from murine neuronal N2A cell line by protein class. Peptide-spectrum matches (PSM) were analyzed using a log_2_ ratio, so that any result above 0 indicates binding in myc-EXOSC3 IP over vector IP. Results that are less than or equal to 0 were excluded from the analyses. Proteins that contained a PSM beyond the log_2_ cut-off of 0 were analyzed by Panther gene ontology terms. The number of proteins within a class is indicated inside the pie slices. *B*, the table (*left*) shows selected RNA exosome interactors detected and lists the PSM and Peptide number for each protein. Vector IP serves as the control. The gene list corresponding to the proteins is provided as Table S1. Note that MPP6 is the protein name and MPHOSPH6 is the gene name. MTR4 is the most common name for this helicase but the name appears as SKIV2L2 in Table S1. A short list of nucleic acid metabolism/binding proteins (*right*) is provided. The RNA exosome subunits (*bold, navy*) reside in the nucleic acid metabolism/binding subcategory, together with known RNA exosome cofactors (*green*). Candidates investigated as novel RNA exosome interactors are listed in *blue*, including the putative RNA helicase, DDX1. IP, immunoprecipitation; MMP6, M-phase phosphoprotein 6.

### Putative helicase DDX1 interacts with the RNA exosome in the nucleus

While we analyzed a number of candidates, we focused on the putative RNA helicase DDX1 for several reasons. RNA helicases play critical roles in various aspects of RNA metabolism, including RNA degradation and processing (54). Additionally, multiple conserved RNA exosome cofactors are helicases (7, 51). Based on sequence homology, DDX1 is a putative helicase containing a conserved DEAD amino acid sequence motif shared by nucleic acid–unwinding, ATP-binding, DEAD-box proteins (54, 55, 56). DDX1 differs from other members of the DEAD-box family, as it includes an N-terminal SPRY protein interacting domain upstream of two helicase domains, between the phosphate-binding P-loop and the ssDNA binding Ia motifs (Fig. 3*A*) (54). The DDX1 protein is implicated in rRNA processing (57), R-loop formation (58), and double-strand break repair (59, 60).

**Figure 3:**
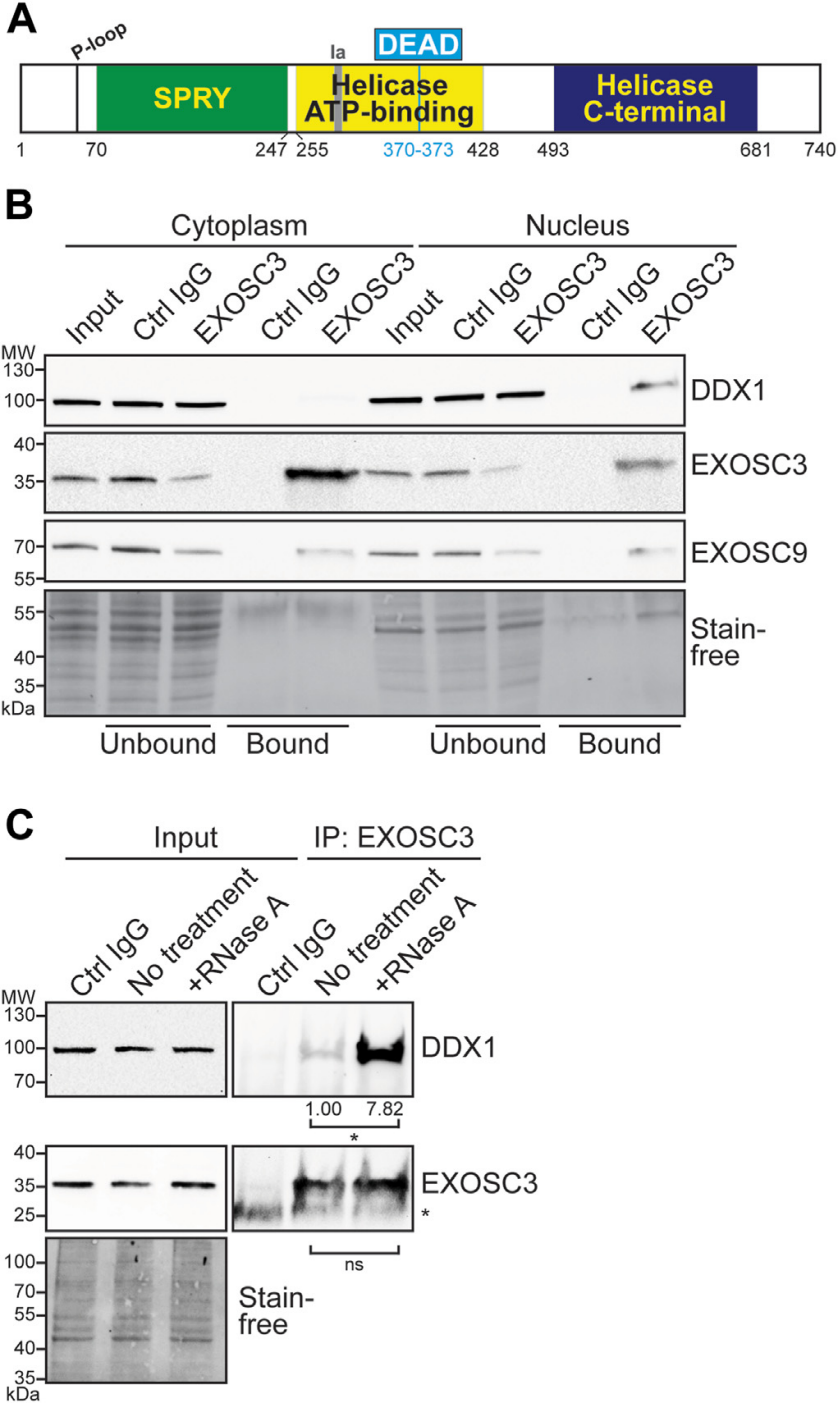
**DDX1 coimmunoprecipitates with EXOSC3.***A*, a *graphical representation* of the domain structure of human putative DEAD-box helicase DDX1. The SPRY protein–interacting domain in DDX1 is located between a phosphate-binding P-loop motif and an ssDNA binding Ia motif, separating the motifs by 240 residues instead of the usual 20 to 40 residues seen in other DEAD-box proteins (54). The catalytic ATP-binding helicase and C-terminal helicase domains lie downstream of the SPRY domain. *B*, DDX1 coimmunoprecipitates with EXOSC3 in the nuclear, but not cytoplasmic, fraction of N2A cell lysate. EXOSC3 was immunoprecipitated from the cytoplasmic or nuclear fraction, followed by immunoblotting using EXOSC3, EXOSC9, and DDX1 antibodies. The input, unbound and bound fractions from the EXOSC3 and control nonspecific rabbit IgG (Ctrl IgG) immunoprecipitation are shown. EXOSC9 serves as a representative of the copurified RNA exosome subunits. Stain-free blot serves as the loading control. *C*, immunoprecipitation of EXOSC3 from the nuclear fraction was performed with RNase A treatment. EXOSC3 antibody described previously is used in the No treatment and +RNase A immunoprecipitation. Nonspecific rabbit IgG (Ctrl IgG) was used as a control. EXOSC3 and DDX1 were analyzed for the input and bound fractions (IP: EXOSC3). The IgG light-chain band is visible (*asterisk*) in the bound fractions probed with EXOSC3, just below the EXOSC3 band. Stain-free blot serves as a loading control for the input. The experiment was performed in biological replicates (n = 5) and bands in the bound fractions were quantified relative to the No treatment control. The values below the lanes correspond to the amount of protein quantified from the bands. The *asterisk* (∗) below the values indicate the *p* value <0.05. IgG, immunoglobulin G; IP, immunoprecipitation.

Initial studies employed epitope-tagged, transiently transfected EXOSC3. To test interactions with endogenous EXOSC3, we raised a rabbit polyclonal antibody against mouse EXOSC3. To test the specificity of this newly generated antibody, we depleted cells of EXOSC3 by transfecting N2A cells with two independent siRNA oligonucleotides that target *EXOSC3* and performed immunoblotting (Fig. S1*A*). In total N2A cell lysate, the antibody detects a prominent band at the predicted size of EXOSC3 (calculated molecular weight of 29.5 kDa), which is specifically enriched by immunoprecipitation (Fig. S1*B*). This band is significantly decreased when cells are treated with either siRNA-targeting *EXOSC3* as compared to the scramble control, providing evidence for the specificity of the antibody generated.

Initial attempts to validate putative RNA exosome–interacting proteins identified by mass spectrometry in whole-cell lysate were unsuccessful. Thus, we considered the fact that many RNA exosome cofactors localize to specific cellular compartments (4), and we examined interactions with endogenous EXOSC3 using cellular fractionation as described in Experimental procedures. Fractionation was confirmed *via* immunoblotting for the cytoplasmic marker HSP90 (61) and the nuclear protein B23 (62) (Fig. S1*C*). A band corresponding to the B23 is enriched in the nuclear fraction and absent in the cytoplasmic fraction, indicating efficient nuclear isolation. However, a band corresponding to HSP90 in the nuclear fraction suggests some cytoplasmic adulteration. We immunoprecipitated endogenous EXOSC3 from both the nuclear and cytoplasmic fractions, then used SDS-PAGE and immunoblotting to assess copurification. DDX1 is detected in the input of both the nuclear and cytoplasmic lysates, consistent with reported localization (Fig. 3*B*) (63, 64). However, DDX1 is present in the bound fraction for only the nucleus and not the cytoplasm. DDX1 was not detected in any of the bound fractions for control immunoglobulin G (IgG) samples. EXOSC9, a core component of the RNA exosome complex is detected in both the cytoplasm and nucleus inputs as well as the bound fractions, consistent with the fact that the RNA exosome complex is present in both compartments. EXOSC3 is enriched in the bound fractions in both the cytoplasm and nucleus, and not in control IgG (Ctrl IgG). These data suggest a compartment-specific interaction between EXOSC3 and DDX1 in the nuclear fraction.

To assess whether the interaction detected between EXOSC3 and DDX1 is RNA-dependent, we treated the nuclear N2A cell lysate with RNase A. A urea-PAGE gel confirmed that RNase A degraded total RNA from the lysate (data not shown). We found that the treatment with RNase A increases the interaction between EXOSC3 and DDX1 with no detectable effect on the steady-state level of either protein (Fig. 3*C*). This experiment suggests the interaction is not RNA-dependent and the significant increase in the interaction with RNase A treatment has been suggested to indicate a protein–protein interaction (65).

### The interaction between EXOSC3 and DDX1 decreases in response to DNA damage

As both the RNA exosome and DDX1 play roles in DNA damage repair (34, 59, 60), we tested a potential model where the RNA exosome and DDX1 could cooperate in a cellular response to DNA damage. In such a model, DNA damage might be expected to enhance the interaction between EXOSC3 and DDX1. For this experiment, we treated N2A cells with camptothecin (CPT), a topoisomerase inhibitor that induces double-strand breaks (66), or control PBS as described in Experimental procedures. To confirm DNA damage induced by treatment with CPT, we probed for γH2AX, a classic marker of double-strand breaks (67). As shown in Figure 4*A*, following treatment with CPT, the γH2AX signal increases markedly compared with the PBS control. We used the EXOSC3 antibody to immunoprecipitate endogenous EXOSC3 from the nuclear fraction of cells treated with CPT and probed the immunoprecipitate for DDX1 (Fig. 4*B*). As shown in Figure 4*C*, the interaction between EXOSC3 and DDX1 is significantly reduced following treatment with CPT, without significantly altering the steady state protein levels (*p*-value > 0.15, data not shown). In contrast, no change was detected in the interaction between EXOSC3 and EXOSC9. There was no change to the compartmentalized localization of the interaction between EXOSC3 and DDX1, following treatment with CPT (Fig. S2*A*). To assess whether another method for inducing double-strand breaks also decreases the interaction between EXOSC3 and DDX1, we treated cells with the DNA-damaging agent bleomycin (68). As shown in Fig. S2*B*, similar to treatment with CPT, induction of double-strand breaks with bleomycin decreases the interaction between EXOSC3 and DDX1. Taken together, these results do not support a model, where the RNA exosome and DDX1 cooperate in DNA damage response at least for these double-strand break-inducing agents.

**Figure 4:**
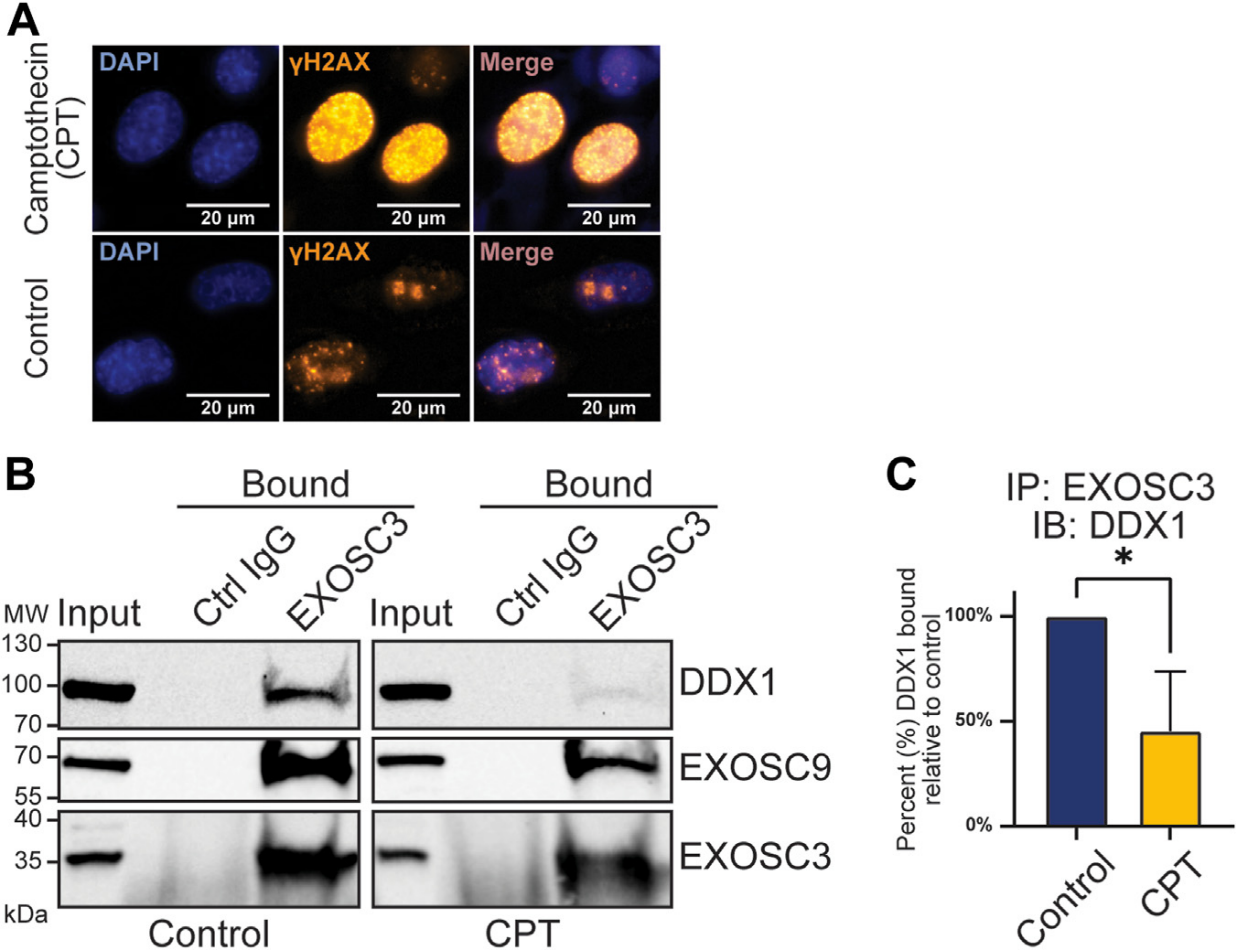
**The interaction between EXOSC3 and DDX1 is sensitive to DNA damage.***A*, N2A cells were treated with camptothecin (CPT) or PBS (control), fixed, and analyzed by immunofluorescence using an antibody that detects the DNA damage marker, γH2AX. *B*, the input and immunoprecipitated samples from nuclear fractions (bound) treated with either CPT or PBS (control) for both EXOSC3 and control IgG (Ctrl IgG) are shown. DDX1, EXOSC9, and EXOSC3 are detected. *C*, the immunoprecipitation experiment in Figure 4*B* was performed in biological triplicate and DDX1 bands in EXOSC3 bound fractions were quantified. Statistical significance was calculated by a student’s *t* test. *Asterisk* (∗) represents *p* value <0.05. IB, immunoblot; IgG, immunoglobulin G; IP, immunoprecipitation.

### Depletion of EXOSC3 or DDX1 results in rRNA processing defects

To explore potential shared functions of the RNA exosome and DDX1, we optimized conditions to siRNA deplete each protein from N2A cells. We transfected N2A cells with siRNA scramble control (scramble) or EXOSC3 siRNA, then performed an immunoblot to confirm depletion (Fig. 5*A*). Knockdown was quantified across the three biological replicates (Fig. 5*B*). Similarly, N2A cells were transfected with DDX1 siRNA, and depletion was confirmed by immunoblot (Fig. 5*C*). The knockdown was quantified across the three biological replicates (Fig. 5*D*). Thus, we were able to substantially deplete each protein to less than 15% remaining (Fig. 5, *B* and *D*), providing a model to explore and compare the consequences of loss of each of these proteins.

**Figure 5:**
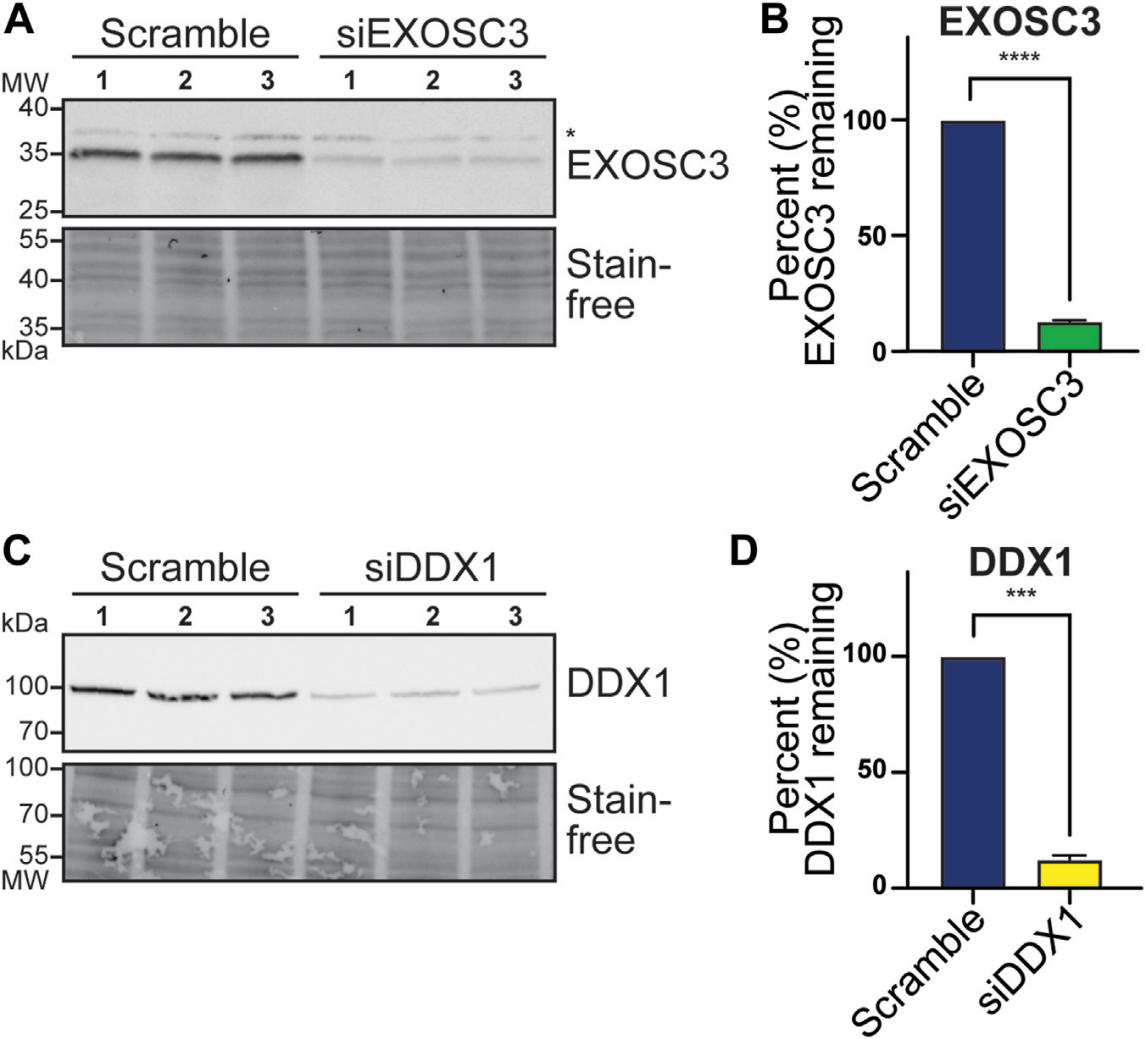
**EXOSC3 and DDX1 are robustly depleted by siRNA-mediated knockdown in N2A cells.***A*, N2A cells were transfected with scramble control or EXOSC3 siRNA (siEXOSC3) in biological triplicate. The steady-state level of EXOSC3 was assessed by immunoblotting. The *asterisk* (∗) indicates a nonspecific band. Stain-free blot serves as a loading control. *B*, quantification of immunoblot in (*A*) shows that EXOSC3 is depleted to 13.1%. The percent depletion of EXOSC3 was determined by quantifying the immunoblot in (*A*) relative to scramble and averaging the values. This result is significant across three biological replicates. *C*, N2A cells were transfected with scramble or DDX1 siRNA (siDDX1) in biological triplicate. The steady-state level of DDX1 was assessed by immunoblotting. Stain-free blot serves as a loading control. *D*, quantification of immunoblot in (*C*) shows that DDX1 is depleted to 12.4%. The percent depletion of DDX1 was determined by quantifying the immunoblot in (*C*) relative to scramble and averaging the values. This result is significant across three biological replicates. The statistical analyses for (*C* and *D*) were calculated using a student’s *t* test. *Asterisks* (∗∗∗∗) represent a *p* value <0.0001 and (∗∗∗) represent a *p* value <0.001.

The RNA exosome has a well-defined role in rRNA processing and maturation (1, 2, 21, 22, 69). DEAD-box helicases such as DDX1 also play a critical role in RNA processing and genome stability (65, 70). A previous study that analyzed DDX1 KO mouse embryonic stem cells employed a pulse-chase experiment utilizing [^3^H]-uridine–labeled samples and showed an accumulation of precursor 28S rRNA and mature 18S rRNA, suggesting a role for DDX1 in rRNA processing (57). We performed a detailed analysis to explore rRNA processing in cells depleted of either EXOSC3 or DDX1. Using Northern blotting to detect specific rRNA precursors, we examined which rRNA species are affected upon loss of either EXOSC3 or DDX1. Figure 6*A* depicts the steps of murine rRNA processing from the early precursor 47S to mature rRNA. rRNA processing begins with the 47S precursor, which generates several downstream precursors, including 32S and 12S (71, 72). The 47S precursor also produces the 18S, 5.8S, and 28S mature rRNAs, as well as the internal transcribed spacers 1 and 2 (ITS1 and ITS2), and the 5′ and 3′ external transcribed spacers (5′ETS and 3′ETS). To capture these precursors, we used probes specific to the ITS2 sequence. Figure 6*B* shows that the steady-state levels of the 12S precursor increases when EXOSC3 is depleted compared to the scramble control, consistent with the most well-defined role of the RNA exosome in 3′ trimming to produce mature 5.8S (1, 2, 22, 29, 69). In contrast, when cells are depleted of DDX1, there is a decrease in the steady-state levels of the 12S precursor compared to the scramble control. When using probes to detect 5.8S rRNA in the same samples, we detect a decrease in 5.8S level after depletion of EXOSC3 but no significant change when DDX1 is depleted. The 7SL signal recognition particle transcript, which is not a target of the RNA exosome (73), is used as a loading control. The Northern blot data are quantified for all analyses in Figure 6*C* and normalized to the loading control. The data from Figure 6, *B* and *C* are also summarized within Figure 6*A*, as indicated by the up and down arrows to denote statistically significant increases or decreases in these RNA species. Although both EXOSC3 and DDX1 clearly have an impact on rRNA processing or maturation, the roles in this process appear to be independent of each other.

**Figure 6:**
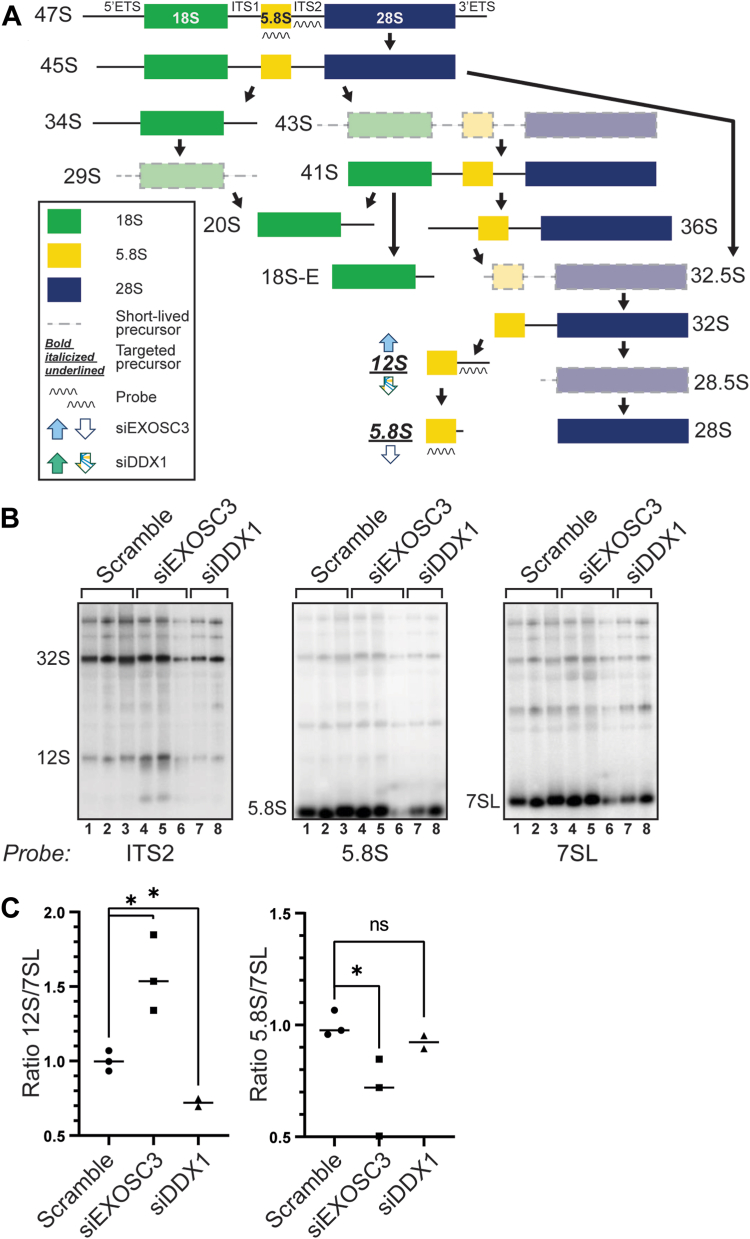
**Depletion of EXOSC3 or DDX1 results in misprocessing of rRNA precursors.***A*, a graphical schematic of murine rRNA processing, adapted from Henras *et al.*, 2015 (71) that includes *up and down arrows* to summarize the results obtained in this study. *B*, Northern blots of total RNA from N2A cells depleted of EXOSC3 or DDX1 using rRNA probes show that levels of 12S rRNA precursors and 5.8S rRNA are altered. EXOSC3 or DDX1 was depleted from cells by siRNA knockdown and total RNA was isolated for Northern blotting. An ITS2 probe was used to detect 32S and 12S rRNA precursors. Additionally, we employed a probe specific for 5.8S rRNA. The 7SL transcript serves as a loading control. *Lanes 1 to 3* indicate the scramble control; *lanes 4 to 6* indicate siEXOSC3; *lanes 7 to 8* indicate siDDX1. *C*, Northern blots from Figure 6*B* were quantified relative to 7SL in biological triplicates. An *asterisk* (∗) indicates a significant difference using a *p* value cut-off of < 0.05.

### R-loops are globally reduced upon depletion of EXOSC3 or DDX1

Multiple studies have linked DDX1 to R-loops, which are three-strand nucleic acid structures comprised of an RNA-DNA hybrid and a single strand of DNA (58, 70, 74). DDX1 has been reported to coprecipitate with R-loops and promote R-loop formation by unwinding complex RNA (58, 70, 74). Studies have also linked the RNA exosome to R-loop regulation in murine B-cells (75). To understand the impact EXOSC3 and DDX1 may have on R-loops, we performed DNA/RNA-immunoprecipitation followed by high-throughput sequencing (DRIP-seq) in cells depleted of either EXOSC3 or DDX1. In cells depleted of EXOSC3, we identified 722 significantly increased R-loop regions and 935 decreased R-loop regions (Fig. 7*A*, left, n = 3, false discovery rate [FDR] < 0.05). In cells depleted of DDX1, 638 increased R-loop regions and 1058 decreased R-loop regions are identified (Fig. 7*A*, right, n = 3, FDR < 0.05). We then compared the R-loop regions that showed statistically significant changes in cells depleted of EXOSC3 or DDX1. We found that 140 out of 722 increased R-loop regions (∼19%) in EXOSC3-depleted cells are also increased in DDX1-depleted cells (Fig. 7*B*, left, Chi-squared test, *p*-value < 0.0005) and 425 out of 935 decreased R-loop regions (∼45%) in EXOSC3 knockdown cells are also decreased in DDX1 knockdown cells (Fig. 7*B*, right, Chi-squared test, *p* value < 0.0005). These results suggest that the two proteins may cooperate to alter a common set of R-loops.

**Figure 7:**
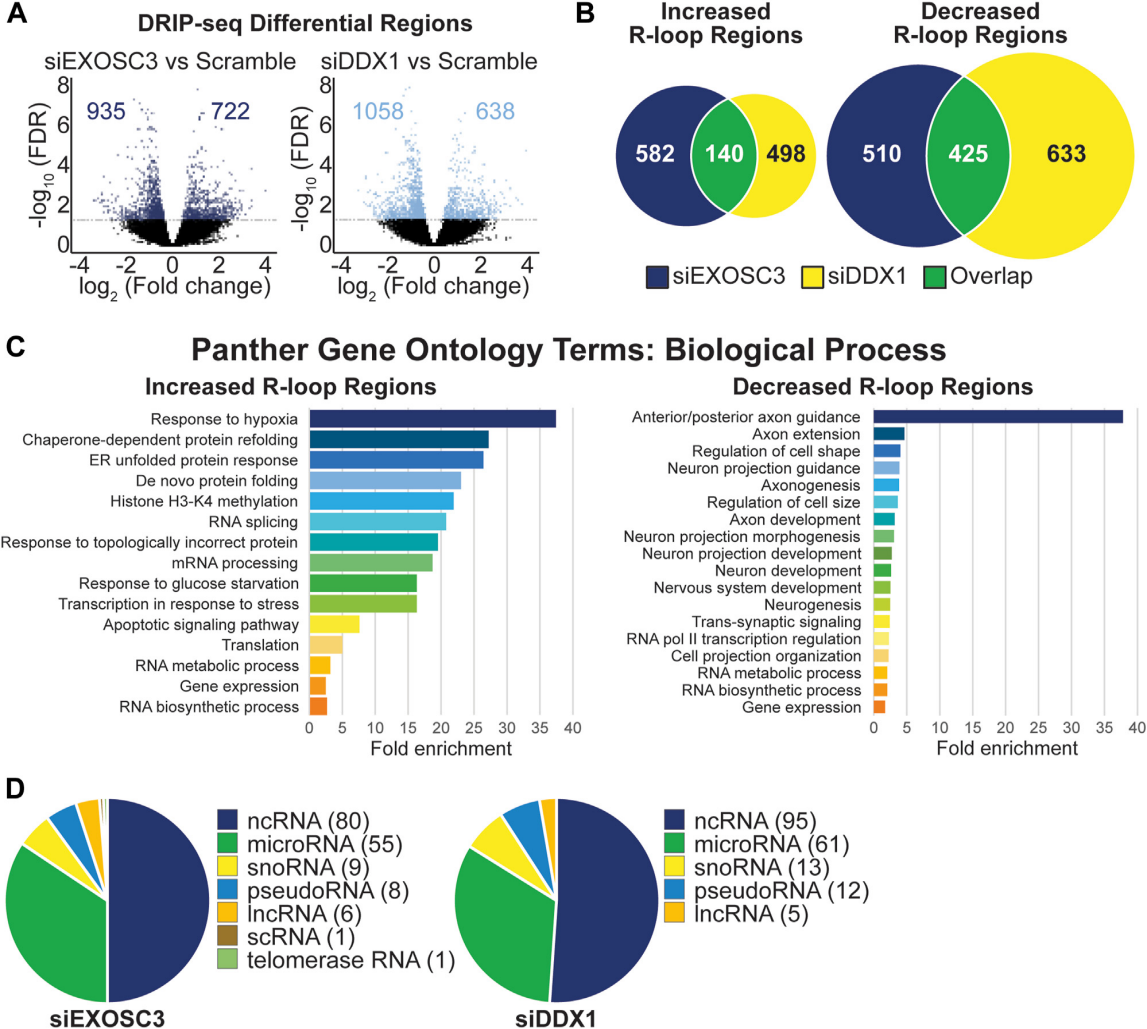
**DRIP-seq reveals that depletion of EXOSC3 or DDX1 alters R-loop regions.** DNA/RNA immunoprecipitation followed by sequencing (DRIP-seq) was performed on N2A cells depleted of EXOSC3 or DDX1 by siRNA. *A*, the *volcano plots* show the number of R-loop regions that statistically increase and decrease in either EXOSC3 or DDX1 depletions compared to scramble control. The plot is graphed using a log_2_ fold change across a -log_10_ false discovery rate (FDR). The R-loop regions that did not achieve the FDR cut-off of <0.05 are indicated in *black* and fall under the *horizontal lines*. The numbers on the left of 0 on the *x*-axis indicate significantly decreased R-loop regions and the numbers on the right of 0 indicate significantly increased R-loop regions. *B*, the statistically increased and decreased R-loop regions in cells siRNA depleted of EXOSC3 or DDX1 identified in the DRIP-seq dataset are compared using a Venn diagram. The *dark blue circles* indicate the number of increased (n = 722) or decreased (n = 935) R-loop regions upon siRNA-mediated EXOSC3 depletion. The *yellow circles* represent the number of increased (n = 638) or decreased (n = 1058) R-loop regions that were affected upon siRNA-mediated DDX1 depletion. The overlap in *green* indicates the number of increased (n = 140) or decreased (n = 425) R-loop regions that siEXOSC3 or siDDX1 have in common (*p* value < 2.2 × 10^−16^). *C*, the increased and decreased R-loop regions from both siEXOSC3 and siDDX1 samples were analyzed using Panther gene ontology terms and categorized by biological process. These analyses are statistically significant with a cut-off at *p* value <0.05. *D*, the classes of RNA that were affected upon depletion of either EXOSC3 or DDX1 are organized into a pie chart. Protein-coding genes were excluded. The numbers to the *right* of the class of RNA are the number of R-loop regions that correspond to that class.

EXOSC3- and DDX1-depleted cells share common R-loop regions that increased or decreased. We employed Panther GO analysis on these R-loops (Fig. 7*C*). The R-loop regions that are increased in both EXOSC3 and DDX1 knockdowns (n = 140) are enriched in the categories of protein folding, histone modifications, stress responses, and RNA metabolic processes when grouped by fold enrichment. The R-loop regions that are decreased in both EXOSC3 and DDX1 knockdown conditions (n = 425) are also enriched in the RNA metabolism category but additionally in categories including axon guidance and neuronal development.

In Figure 7*D*, we grouped both increased and decreased R-loop regions by RNA transcript class present within the region corresponding to the altered R-loops. Both EXOSC3 and DDX1 depletion affects R-loops within genes encoding different classes of RNA. We grouped all changed R-loop regions, both increased and decreased, after EXOSC3 depletion and found that the largest category of RNA significantly affected is protein coding (n = 1496). We then excluded protein-coding genes from the analysis to allow a clearer view of the noncoding transcripts and identified 80 ncRNAs, 55 microRNAs, nine snoRNAs, eight pseudoRNAs, six long noncoding RNAs (lncRNAs), one scRNA, and one telomerase RNA within the altered R-loop regions. An analysis following DDX1 depletion revealed similar results. We excluded 1509 R-loop regions that mapped to protein-coding genes and identified 95 ncRNAs, 61 microRNAs, 13 snoRNAs, 12 pseudoRNAs, and five lncRNAs. ncRNAs are those transcripts that do not currently have a more specific distinction.

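N2A cells, a mouse neuroblastoma line, were transfected with scramble, EXOSC3 or DDX1 siRNA, and RNA from 3 biological replicates of each condition was sequenced. Ribosomal RNA was removed with a Ribo-zero kit and the libraries were nondirectional, so reads of overlapping genes on opposite strands are not told apart. Reads were paired, with a length of 150 bases, and 80000000 total reads were targeted per sample. The RNA integrity numbers of the 9 samples lay between 9.1 and 9.7. The authors aligned the reads to mm9 with TopHat, ran Cuffdiff, and deposited FPKM (fragments normalized for transcript length and sequencing depth) for 24318 genes in 2 tables. Each table holds the 3 libraries of 1 knockdown and the 3 scramble libraries. The same scramble library differs between the tables by a factor that is nearly constant over genes, with medians of 1.00793, 1.00782 and 1.01188 for replicates 1, 2 and 3. Each knockdown was therefore compared with scramble within its own table. FPKM does not hold the number of reads, so the absolute depth is unknown. Genes with a mean FPKM under 0.1 often rest on a single fragment, and the size of that step gave the depth relative to scramble replicate 1. It was 0.92 and 1.1 for scramble replicates 2 and 3. For siEXOSC3 replicates 1, 2 and 3 it was 0.83, 0.98 and 0.87, and for the siDDX1 replicates 0.97, 1.04 and 1.21. Log2(FPKM + 1) was tested with limma, with an intensity trend, over genes with a mean FPKM of at least 1 in the 6 libraries of a table. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Fold changes on this scale understate the change of low genes.

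The targeted transcripts were examined first. Exosc3 lies on chromosome 4 of NCBIM37 (mm9) from 45329485 to 45355604, minus strand, within 5 kb of Dcaf10 and Rg9mtd3. It fell from 44.1 ± 1.56 FPKM (SD, n = 3) in scramble to 6.84 ± 0.836 FPKM (SD, n = 3) in siEXOSC3 cells. This left 15.5% ± 1.90 (SD, n = 3) of the scramble mean, a log2 fold change of -2.53 (standard error 0.0881, limma adjusted p = 1.11e-05). In siDDX1 cells Exosc3 stood at 97.3% ± 5.08 (SD, n = 3) of scramble (log2 fold change -0.04, limma adjusted p = 0.715). Ddx1 lies on chromosome 12 from 13226114 to 13256019, minus strand. It fell from 125 ± 5.40 FPKM (SD, n = 3) to 30.5 ± 3.73 FPKM (SD, n = 3) in siDDX1 cells, or 24.4% ± 2.99 (SD, n = 3) of scramble. The log2 fold change was -2.01 (standard error 0.0873, limma adjusted p = 9.53e-05). In siEXOSC3 cells Ddx1 was at 100.5% ± 6.45 (SD, n = 3) of scramble (limma adjusted p = 0.954). Each target was below all 3 scramble values in all 3 libraries of its own knockdown (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow).

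**Figure D1:**
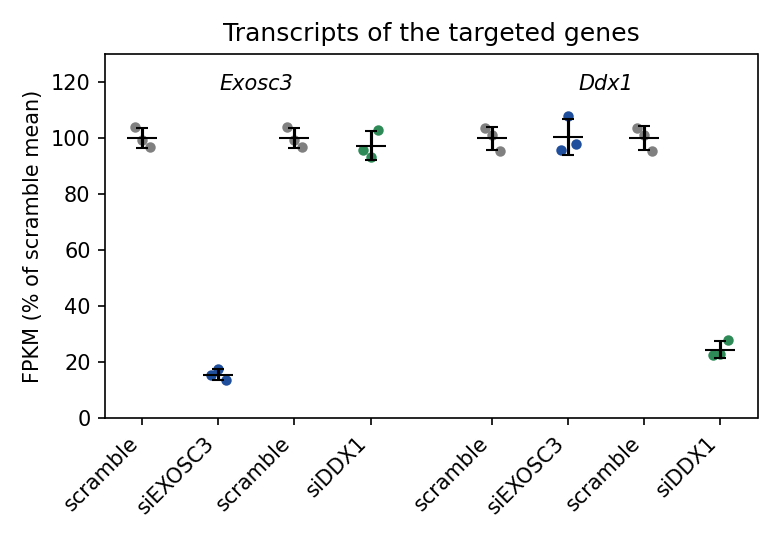
FPKM of Exosc3 and Ddx1 in each library, as a percent of the scramble mean of the same table. Points are the 3 replicates, and bars give the mean and SD; each target is reduced in its own knockdown and stays near 100% in the other.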

In parallel with DRIP-seq, we employed RNA-seq after rRNA depletion to identify transcripts altered by depletion of EXOSC3 or DDX1. The pipeline employed for this analysis focused on coding regions, so data presented represent changes in mRNA transcripts. 

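In siEXOSC3 cells 11242 genes were tested, and 1877 increased and 1767 decreased at a limma adjusted p-value under 0.05. The increased genes had a median log2 fold change of 0.49 and the decreased genes -0.37. A log2 fold change of at least 1 was reached by 123 increased genes, and one of -1 or below by 13 decreased genes. The 3 siEXOSC3 values lay entirely on one side of the 3 scramble values in 5584 genes, or 49.7% of those tested, where chance gives 10%. A threshold of 0.01 on the adjusted p-value moved the counts most, to 869 and 480. Of the fits without one library, the one without scramble replicate 1 gave the lowest counts, with 1027 increased and 583 decreased genes. The largest rises among genes whose groups do not overlap were those of Snora23, Ache and Sncg. Snora23 is a small nucleolar RNA gene within 5 kb of Ipo7 on chromosome 7, so its reads cannot be separated with certainty from those of Ipo7. It rose from 41.8 ± 24.4 FPKM (SD, n = 3) to 196 ± 81.9 FPKM (SD, n = 3), with a log2 fold change of 2.24 (standard error 0.415, limma adjusted p = 0.00645). Ache, within 5 kb of Srrt and Ufsp1 on chromosome 5, had a log2 fold change of 1.92 (standard error 0.184, limma adjusted p = 7.32e-04). Sncg, within 5 kb of Mmrn2 on chromosome 14, rose from 25.7 ± 2.68 FPKM (SD, n = 3) to 99.8 ± 12.1 FPKM (SD, n = 3), with limma adjusted p = 8.17e-05. After Exosc3 itself, the largest falls were those of Hist1h2ad (log2 fold change -1.53, standard error 0.487, limma adjusted p = 0.0424) and Nppb. Hist1h2ad belongs to a multigene family whose members share reads, and its value is uncertain. Over the fits without one library the log2 fold change of Nppb ranged from -1.74 to -1.37. That of Hist1h2ad ranged from -2.02 to -0.85, so its rank depends on single libraries. Its adjusted p-value was not under 0.05 in 3 of the 6 fits without one library and in 2 of the 9 other alternatives, and ranged from 0.00272 to 0.120 over all of them.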

We identified 1757 significantly increased transcripts and 2192 decreased transcripts in EXOSC3 knockdown cells (Fig. 8*A*, left, n = 3, FDR < 0.05). In DDX1 knockdown cells, 734 increased transcripts and 968 decreased transcripts are identified (Fig. 8*A*, right, n = 3, FDR < 0.05). 

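Of 11104 genes tested in siDDX1 cells, 623 increased and 559 decreased at a limma adjusted p-value under 0.05. Median log2 fold changes were 0.43 for the increased and -0.42 for the decreased genes. Changes of at least 1 on the log2 scale were found for 18 increased genes, and of -1 or below for 8 decreased genes. In 3857 genes (34.7%) the siDDX1 and scramble values did not overlap, again against 10% by chance. These counts moved more than those of siEXOSC3 when a library was left out, which also leaves fewer samples per fit. Leaving out any library but siDDX1 replicate 3 lowered both counts. Without siDDX1 replicate 3 the counts were 1818 and 1706, while without scramble replicate 1 they were 100 and 58. In the latter fit 1232 genes rose and 1104 fell at an unadjusted limma p-value under 0.05, against 3345 genes in all with every library. The largest rises were those of Lcn2, Acox2 and Il6. Lcn2, within 5 kb of 1110008P14Rik and Ciz1 on chromosome 2, rose from 3.62 ± 0.206 FPKM (SD, n = 3) to 31.8 ± 9.03 FPKM (SD, n = 3), a log2 fold change of 2.79 (standard error 0.187, limma adjusted p = 0.00104). Acox2, within 5 kb of Kctd6 on chromosome 14, rose by 2.07 (standard error 0.208, limma adjusted p = 0.00403) and Il6 on chromosome 5 by 1.72 (standard error 0.183, limma adjusted p = 0.00407) on the log2 scale. Behind Ddx1 itself, 2700038G22Rik on chromosome 5 fell the most, from 25.0 ± 2.57 FPKM (SD, n = 3) to 8.22 ± 1.05 FPKM (SD, n = 3), a log2 fold change of -1.49 (standard error 0.105, limma adjusted p = 0.00116). It was followed by Nppb.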

We then compared the transcripts that showed statistically significant changes in EXOSC3- and DDX1-depleted cells. We found that 322 out of 1757 increased mRNA transcripts (∼18%) in siEXOSC3 cells are also increased in siDDX1 cells (Fig. 8*B*, left, Chi-squared test, *p*-value < 0.0005) and 599 out of 2192 decreased mRNA transcripts (∼27%) in siEXOSC3 cells are also decreased in siDDX1 cells (Fig. 8*B*, right, Chi-squared test, *p*-value < 0.0005), suggesting a coordination between EXOSC3 and DDX1 in commonly regulating a critical set of genes.

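Among the 11054 genes tested in both knockdowns, 378 increased in both, where 101 would be expected if the lists were independent (one-sided Fisher's exact test, p = 8.07e-151). They make up 20.9% of the increased genes of siEXOSC3 and 61.1% of those of siDDX1. The number decreased in both was 282, against 89.3 expected (one-sided Fisher's exact test, p = 2.33e-85), or 16.0% and 50.4% of the decreased genes. A chi-squared test, as in the paper, gave p = 3.81e-210 and p = 7.03e-115. Both comparisons use the same scramble libraries, so chance values of those libraries enter both lists. In 100 simulated pairs of unchanged groups set against common controls, equally many top-ranked genes shared 225 increased genes on average, with a range from 200 to 257. For decreased genes the simulated overlap was 205, between 174 and 240. At an adjusted p-value under 0.05 those groups gave 0.6 and 0.57 genes on average, so their top-ranked lists hold noise alone. Each gene was drawn on its own, so differences common to a whole library do not enter these ranges. A simulation with effects assigned to genes at random gave 109 shared increased genes (88 to 136) and 112 shared decreased genes (90 to 131). It used estimated changes, which counts noise again, and called 4966 and 3199 genes on average, where 3644 and 1182 were observed. The observed overlaps are above the ranges of both simulations. Against unchanged groups the excess is smaller than the comparison with independent lists gives. Against effects at random it is nearer to that comparison. Without siDDX1 replicate 3, 708 genes increased and 667 decreased in both, and without scramble replicate 1 the numbers were 55 and 17. From the overlap of the lists, the paper proposes that EXOSC3 and DDX1 act in coordination on a common set of genes.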

**Figure 8:**
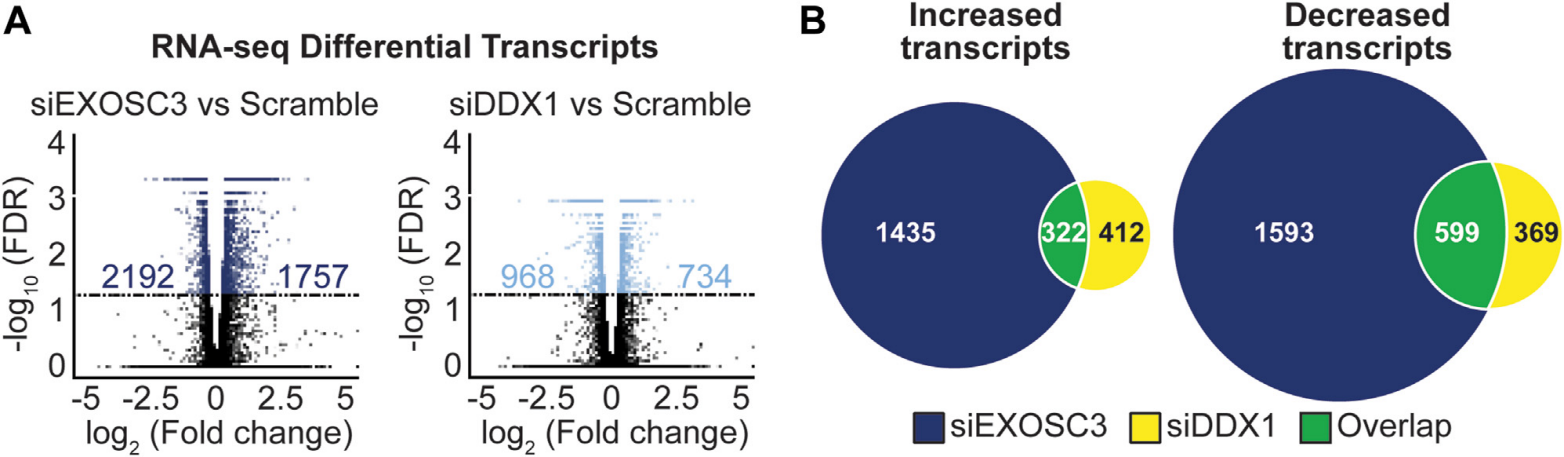
**RNA-seq shows that depletion of EXOSC3 or DDX1 results in more shared decreased transcripts than shared increased transcripts.***A*, RNA-seq was performed on N2A cells siRNA depleted of EXOSC3 or DDX1. The *volcano plots* show the number of mRNA transcripts that increased and decreased in either siEXOSC3 or siDDX1 compared to scramble control. The plot is graphed using a log_2_ fold change across a -log_10_ false discovery rate (FDR). The differential transcripts that did not met the FDR cut-off <0.05 are indicated in *black* and fall under the *horizontal lines*. The numbers on the left of 0 of the *x*-axis indicate significantly decreased differential transcripts and the numbers on the right of 0 indicate significantly increased differential transcripts. *B*, the increased and decreased transcripts are compared using a Venn diagram. The *dark blue circles* indicate the number of increased (n = 1757) or decreased (n = 2192) mRNA transcripts upon EXOSC3 depletion. The *yellow circles* represent the number of increased (n = 734) or decreased (n = 968) mRNA transcripts that are affected upon DDX1 depletion. The overlap (*p*-value < 2.2 × 10^-16^) represented in *green* indicates the number of increased (n = 322) or decreased (n = 599) transcripts that are common to depletion of both EXOSC3 and DDX1.

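Of the 685 genes past the threshold in both knockdowns, 660 (96.4%) changed in the same direction. Because the scramble libraries are common to both comparisons, this share lies above that of independent lists even without an effect. Among the genes that simulated unchanged groups placed in both top-ranked lists it was 86.1% on average, with a range from 81.0 to 89.6%. With effects assigned to genes at random it was 56.2%, between 51.9 and 60.7%. Another 21 increased in siEXOSC3 and decreased in siDDX1 cells, and 4 did the opposite. The largest shared rises, ranked by the smaller of both changes, were those of Iqcf5, Egr1 and Ndufa4l2. Iqcf5, on chromosome 9, had a log2 fold change of 1.80 (standard error 0.164, limma adjusted p = 5.90e-04) in siEXOSC3 and 1.67 (standard error 0.172) in siDDX1 cells. Egr1, on chromosome 18 within 5 kb of Gm17507, rose from 22.2 ± 4.25 FPKM (SD, n = 3) to 67.4 ± 30.3 FPKM (SD, n = 3) in siEXOSC3 and to 69.3 ± 5.87 FPKM (SD, n = 3) in siDDX1 cells. Ndufa4l2, on chromosome 10 within 5 kb of Shmt2, had a log2 fold change of 1.41 in siDDX1 cells (limma adjusted p = 0.0138). The largest shared falls were those of Nppb, Rab26os and Lrrc2. Nppb, on chromosome 4, fell from 4.17 ± 1.34 FPKM (SD, n = 3) to 0.802 ± 0.332 FPKM (SD, n = 3) in siEXOSC3 cells, a log2 fold change of -1.50 (standard error 0.215, limma adjusted p = 0.00272). Its log2 fold change in siDDX1 cells was -1.47 (standard error 0.230, limma adjusted p = 0.0101). Rab26os changed by -1.26 and -1.07 on the log2 scale, and Lrrc2, on chromosome 9 within 5 kb of Rtp3, by -1.12 and -1.04. The annotation used here gave no position for Rab26os, so its reads cannot be separated with certainty from those of an overlapping gene. In siDDX1 cells Ndufa4l2 and Nppb lost their adjusted p-value under 0.05 in 2 of the 6 fits without one library and Rab26os in 3, with highest values of 0.0684, 0.0613 and 0.0781. Rab26os in siEXOSC3 cells lost it in 2 of the 6 fits, with a highest value of 0.0570.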

With both DRIP-seq and RNA-seq datasets in hand, we created a pipeline to compare results and filter the DRIP regions through the differential mRNA sequencing data to focus on the overlapping similarity between R-loops and changes in transcript level at those specific R-loop regions (Fig. 9*A*). We applied the pipeline to generate a heatmap to illustrate the DRIP regions and mRNA transcripts that changed upon depletion of either EXOSC3 or DDX1 (Fig. 9*B*). There are 466 R-loop regions that overlap in the RNA-seq data for both depletions. Of these overlapping R-loop regions, 103 are increased, and 363 regions are decreased. Many of the decreased regions mapped to genes that are involved in RNA metabolism, RNA regulation, translation processes, and neuronal development. We employed the integrative genomics viewer (IGV), which enables the visualization of these regions (Fig. 9*C*). To illustrate the effect on specific loci, we focused on two genes that contained R-loop regions significantly changed within transcripts that are also significantly changed and which fell under the biological processes aforementioned: *Ints6* and *Celf4*. 

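The RNA-seq values of Ints6, which encodes a subunit of the Integrator complex, were as follows. Ints6 lies on chromosome 14 of NCBIM37 from 63295167 to 63379949 on the minus strand, within 5 kb of Serpine3. In siEXOSC3 cells it fell from 18.0 ± 0.912 FPKM (SD, n = 3) in scramble to 12.9 ± 2.22 FPKM (SD, n = 3), a log2 fold change of -0.46 (standard error 0.116). In siDDX1 cells it was at 14.4 ± 1.74 FPKM (SD, n = 3), against 17.8 ± 0.873 FPKM (SD, n = 3) in the scramble libraries of that table, a log2 fold change of -0.29 (standard error 0.0901). All 3 values of each knockdown were below all 3 scramble values.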

The red marker above the gene (orange) in the IGVs of *Ints6* denotes the R-loop region, indicating a reduction in gene expression at these loci. In the three panels on the right, *Celf4* R-loop regions are marked with a red line above the gene (orange). The two left IGV panels corresponding to *Celf4* show increased R-loop and transcript regions. In the far right IGV panel corresponding to *Celf4*, the R-loop regions are decreased, and transcript regions are increased. 

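Celf4, which encodes an RNA-binding protein, lies on chromosome 18 of NCBIM37 from 25636133 to 25912484, minus strand. Its transcripts rose from 14.6 ± 2.44 FPKM (SD, n = 3) in scramble to 30.9 ± 7.90 FPKM (SD, n = 3) in siEXOSC3 cells, a log2 fold change of 1.01 (standard error 0.178). In siDDX1 cells they reached 25.1 ± 2.43 FPKM (SD, n = 3), a log2 fold change of 0.76 (standard error 0.117). Every knockdown library was above every scramble library.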

The changes in R-loop regions at these loci indicate potential changes in gene regulation and expression upon the depletion of EXOSC3 or DDX1. All IGV panels show regions that have statistically significant changes compared to scramble. 

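For Ints6, the limma adjusted p-value over all genes was 0.0188 in siEXOSC3 and 0.0738 in siDDX1 cells, so the fall in siDDX1 cells did not pass 0.05. Leaving out single libraries changed both calls. In siEXOSC3 cells the adjusted p-value rose to 0.0697 without scramble replicate 1, 0.0727 without scramble replicate 3 and 0.0515 without siEXOSC3 replicate 1. In siDDX1 cells it fell to 0.00344 without siDDX1 replicate 3. With the replicate number as a block it was 0.0399 in siDDX1 cells, although the methods name no pairing by that number. For Celf4 it was 0.00543 in siEXOSC3 and 0.00987 in siDDX1 cells. The call in siDDX1 cells was lost without scramble replicate 1 (0.0598) or scramble replicate 3 (0.0544). A two-sided exact permutation test of 3 against 3 values gave p = 0.1 for each gene and knockdown, which is the smallest it can give.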

Quantification of *Ints6* and *Celf4* transcripts show statistical significance (Fig. 9*D*). Altogether, these data indicate that depletion of either EXOSC3 or DDX1 results in changes in R-loop regions that do not necessarily correspond to a similar change in transcript levels for that same gene.

**Figure 9:**
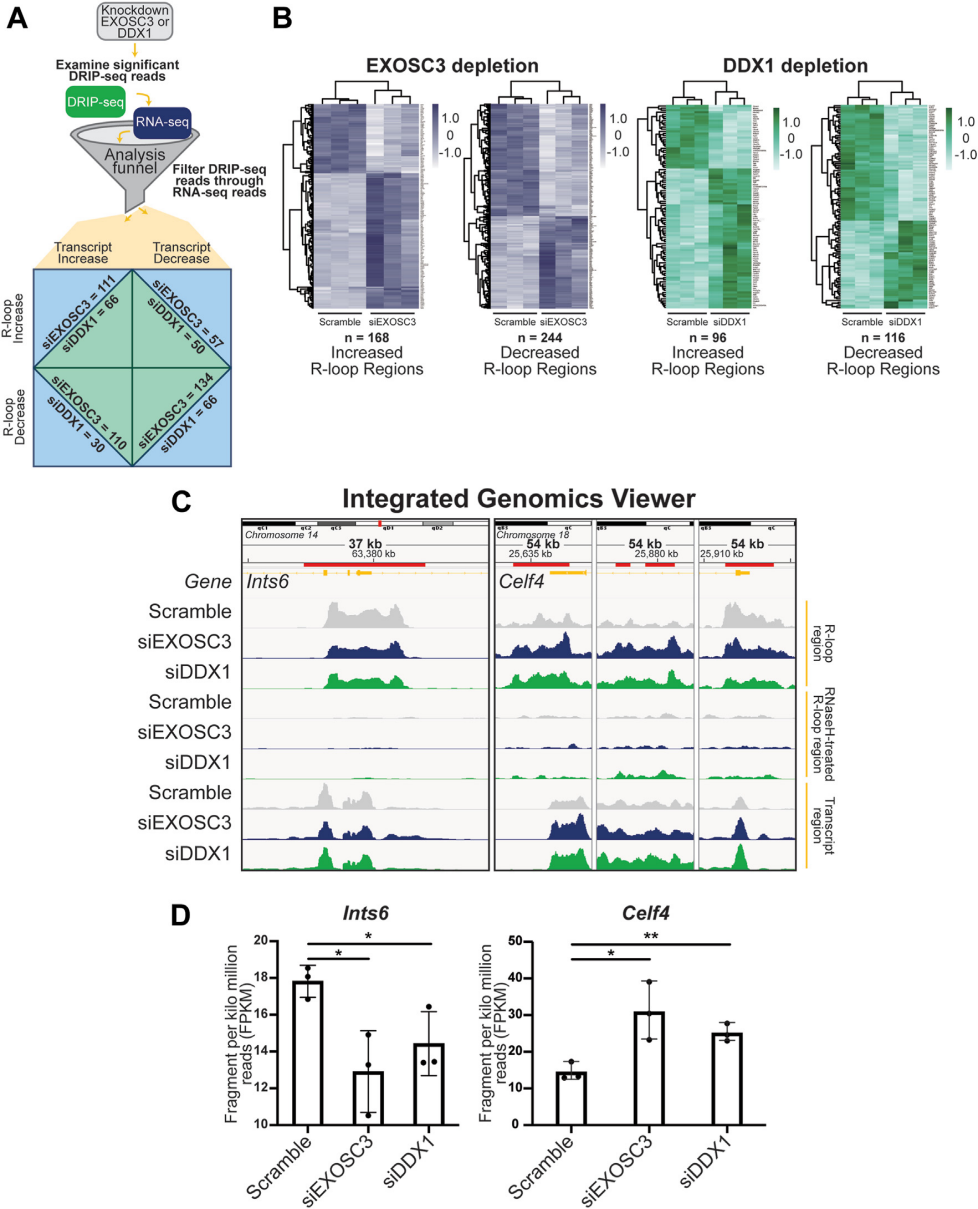
**Filtering DRIP reads through RNA-seq revealed genes that are simultaneously affected by depletions of EXOSC3 or DDX1.***A*, a *graphical representation* of the pipeline used to focus on specific genes using the analysis funnel. N2A cells siRNA depleted of either EXOSC3 or DDX1 were subjected to both DRIP- and RNA-seq. We filtered results from the DRIP-seq through the RNA-seq reads, using only mRNA transcripts. We were then able to produce heatmaps and examine transcriptomic regions using an integrated genomics viewer (IGV). *B*, using the pipeline described, we created heatmaps showing the landscape of increased and decreased R-loop regions upon depletion of either EXOSC3 (*blue*) or DDX1 (*green*). *C*, the IGV images of *Ints6* and *Celf4*. The chromosome is displayed at the *top* of the window. The span lists the number of bases currently displayed. The *tick marks* indicate the chromosome locations. The *red line marks* the regions in which R-loops are significantly changed. The *top track* displays the *Mus musculus* reference genome (NCBI37/mm9) in *orange*. The following three tracks display the R-loop regions of interest corresponding to scramble, siEXOSC3, and siDDX1, respectively. The middle three tracks display the RNase H-treated R-loop regions of interest corresponding to scramble, siEXOSC3, and siDDX1, respectively. The last three tracks display the transcript regions of interest corresponding to scramble, siEXOSC3, and siDDX1, respectively. *Celf4* exhibited three changed regions in the genes and is displayed by separate panels. *D*, quantification of *Ints6* and *Celf4* transcripts in scramble, siEXOSC3, and siDDX1 by fragment per kilo million reads (FPKM). DNA/RNA-immunoprecipitation followed by sequencing.

## Discussion

In this study, we used a proteomic approach to identify RNA exosome–associated proteins in a neuronal cell line and identified an interaction between EXOSC3 and the putative RNA helicase DDX1. Although each protein is present in both the nucleus and the cytoplasm, the interaction was only detected in the nuclear fraction. To explore possible shared functions between EXOSC3 (RNA exosome) and DDX1 in which each of these proteins are implicated, we examined the EXOSC3–DDX1 interaction upon DNA damage and effects on rRNA processing and on R-loop distribution upon depletion of EXOSC3 or DDX1. Our results suggest that EXOSC3 and DDX1 participate in shared regulation of R-loops and the transcripts produced within the genomic regions that form those R-loops. Taken together, these data define a potential mechanism by which an interaction between the RNA exosome complex and an RNA helicase could modulate R-loops.

The RNA exosome complex interacts with a number of proteins, termed cofactors, to confer specificity for different RNA targets (53). Many studies, including a number of elegant structures (5, 6, 7, 8, 10, 49, 76, 77, 78), show that the RNA exosome consists of a core set of subunits and cofactors that are present in one-to-one stoichiometry. The core RNA exosome then interacts with a number of different proteins to facilitate degradation or processing of many different RNA targets. These protein–protein binding events may be transient as the RNA exosome interacts with multiple cofactors at shared binding sites that have been revealed by biochemical and structural studies (7). Indeed, only a single peptide was identified in the mass spectrometry data in this study for the well-characterized RNA exosome cofactors, MTR4 (alternatively named SKIV2L2) and MPP6. These results provide evidence that the interactions between the RNA exosome and cofactors are likely to be dynamic and transient.

Beyond the previously characterized RNA exosome cofactors, this study identified several candidate RNA exosome–interacting proteins, which are located in different cellular compartments. For example, DDX1 is present in both the nucleus and the cytoplasm (64), while the Pumilio proteins, PUM1 and PUM2, are reported to control RNA stability exclusively in the cytoplasm (79). Thus, further studies could explore whether the interactions identified in whole-cell lysate occur preferentially in one cellular compartment or another. Although DDX1 is readily detected in both the nucleus and the cytoplasm (Fig. 3*B*) (64), robust interaction between EXOSC3 and DDX1 was only detected in the nuclear lysate. This compartment-specific interaction could mean that the RNA exosome and DDX1 interact in the context of chromatin. However, treatment with DNase I did not substantially decrease the EXOSC3-DDX1 association (Fig. S1*D*). One possibility as to why the EXOSC3–DDX1 interaction is compartment-specific is that posttranslational modifications (PTMs) could modulate binding. Studies in *Schizosaccharomyces pombe* have revealed PTMs in Dis3, Mtr4, Rrp40 (EXOSC3), Rrp43 (EXOSC8), and Rrp46 (EXOSC5), though only PTM mimetics in Dis3 and Mtr4 impacted RNA processing (80). No studies have explored whether PTMs regulate the function of DDX1. Such studies in the future could provide insight into how the RNA exosome complex dynamically interacts with so many different cofactors to target a large number of distinct RNAs.

Though we have identified and characterized the interaction between the RNA exosome cap subunit EXOSC3 and DDX1, we have not yet explored whether this interaction is direct or indirect. As EXOSC3 is a component of the RNA exosome complex, DDX1 may interact with EXOSC3 or with other RNA exosome subunits. Alternatively, as this interaction was identified through copurification, the interaction could be indirect and mediated by RNA exosome cofactors or other proteins. While we detect all RNA exosome subunits copurifying with EXOSC3, these experiments do not demonstrate that DDX1 interacts directly with any RNA exosome subunit beyond EXOSC3. The interaction between EXOSC3 and DDX1 increases significantly upon RNase treatment, particularly RNase A (Figs. 3*C* and S2*C*), a phenomenon suggested to occur for protein–protein interactions (65). One possible explanation for why the EXOSC3–DDX1 interaction increases upon digestion of RNA may be that RNA is bound between the two proteins and potentially interfering or competing for the same binding site. In one conceivable model, DDX1 could unwind RNA for degradation/processing by the RNA exosome and the removal of RNA increases interaction with EXOSC3. A previous study reported a similar observation when examining the interaction between hnRNPK and DDX1 (65). Thus, future studies will be required to further characterize the interaction to test whether DDX1 could function as an RNA exosome cofactor like multiple other helicases.

A logical model to explain the interaction between the RNA exosome and DDX1 was that these factors could cooperate in response to DNA damage. The RNA exosome and DDX1 have both been implicated in double-strand break repair by homologous recombination and nonhomologous end joining (23, 34, 58, 59). If these factors worked together to respond to DNA damage, we speculated that inducing DNA damage would increase this interaction. In contrast to this prediction, we found that double-strand breaks induced by treatment with the topoisomerase inhibitor CPT significantly reduced the interaction (Fig. 4*B*). This result suggests that as DDX1 is recruited to sites of DNA damage (59, 60), the interaction with the RNA exosome is lost. This finding led us to consider the possibility that the RNA exosome and DDX1 could share a function in cellular homeostasis in the absence of DNA damage. Alternatively, another model that cannot yet be eliminated is that the RNA exosome and DDX1 could cooperate to respond to specific types of DNA damage, which have not yet been tested.

In addition to DNA damage response, both the RNA exosome and DDX1 have been implicated in rRNA processing. The best-defined role for the RNA exosome is 3′ trimming to produce mature 5.8S RNA (1, 2, 22, 69), while DDX1 has been implicated in the accumulation of a number of rRNA species (57). Analysis of rRNA processing in cells depleted of either EXOSC3 or DDX1 revealed that loss of these proteins alter some shared rRNA species, albeit in distinct manners (Fig. 6). For example, the mouse precursor of mature 5.8S rRNA, 12S rRNA, accumulates in cells depleted of EXOSC3 with a concomitant decrease in mature 5.8S. In contrast, depletion of DDX1 led to a decrease in the level of the 12S rRNA precursor. While these results show that some of the same rRNAs are impacted by the loss of either EXOSC3 or DDX1, the impact is different. Though prior studies in human and yeast have elucidated rRNA processing steps upon impairment of the RNA exosome or DDX1, the analyses here provide novel insight into the specific precursors are affected in mice.

Helicases belonging to the DEAD- and DExH-box families such as DDX1 and MTR4 play important roles in RNA processing beyond rRNA. R-loops are also a common target of these helicases. Though R-loops are necessary for cellular maintenance, these structures can pose a threat to the genome if they accumulate (35, 81). DEAD/DExH-helicases are critical for resolving and regulating R-loops as they unwind the nucleic acid structures for subsequent degradation by ribonucleases. For example, DDX1 has been reported to unwind G-quadruplex structures that can stabilize R-loops during transcription (58). MTR4, a well-characterized nuclear cofactor, unwinds R-loops and degrades RNA in complex with the RNA exosome (82). Despite data suggesting that both DDX1 and MTR4 could help resolve R-loops, a number of differences between the helicases exist. For example, the SPRY protein binding domain in the N-terminus upstream of two helicase domains (Fig. 3*A*) is unique to DDX1. The SPRY domain in DDX1 is inserted between a phosphate-binding P-loop motif and an ssDNA binding Ia motif, separating the motifs by 240 residues, instead of the usual 20 to 40 residues seen in other DEAD-box proteins (54). Examination of the SPRY domain of DDX1 compared with the protein–protein interface of MTR4 and the RNA exosome may reveal surface sites of interaction and would potentially explain why a SPRY domain lies upstream of two helicase domains within the DDX1 protein. Structures indicate that MTR4 interfaces with MPP6, which tethers the helicase to the RNA exosome cap (7, 8). This interface could be a shared docking site for these helicases. Further studies on whether DDX1 and MTR4 may have some common functions would also shed light on the cellular roles of these proteins.

Many reports link either the RNA exosome or DDX1 to the modulation of R-loops (34, 58, 74, 75, 81). However, no reports to date directly compare the RNA exosome and DDX1 in R-loop modulation. One previous study analyzed a well-characterized R-loop region within the *BAMBI* gene by mass spectrometry and provided a detailed list of the proteins that coimmunoprecipitated with R-loops in this region (74). DDX1, EXOSC3, and several other subunits of the RNA exosome were detected in the association with this *BAMBI* R-loop. Consistent with this previous study, the DRIP-seq performed here identified R-loop regions in the *BAMBI* gene significantly altered in cells depleted of either EXOSC3 or DDX1 (Fig. S4). These findings support a model where, at least for the *BAMBI* R-loop region, both EXOSC3 and DDX1 are colocated and may contribute to R-loop modulation.

We discovered several genes for which R-loop regions are significantly altered in the same manner by depletion of either EXOSC3 or DDX1. We coupled the genome-wide DRIP-seq analysis with RNA-seq analysis to focus on regions where changes in R-loops are associated with changes in transcript levels. This analysis revealed several common findings. While depletion of either EXOSC3 or DDX1 caused both some increases and some decreases in the number of R-loops detected, data showed larger numbers of decreased R-loop regions as compared to increased R-loop regions (Fig. 7*A*). Considering these shared changes, GO analysis revealed that the genes located in regions that show increased R-loops map to genes implicated in a variety of cellular responses to stress, which could reflect a requirement for proper RNA exosome and/or DDX1 function to support normal cell physiology. Strikingly, the only GO term enriched more than 5-fold among regions with decreased R-loops is “anterior/posterior axon guidance” (fold enrichment > 35). This finding could suggest that these regions of the genome are less accessible and perhaps less actively transcribed when either EXOSC3 or DDX1 is depleted, suggesting a possible link to the neurological disorders that are caused by missense mutations in genes encoding structural subunits of the RNA exosome.

To define potential shared transcript targets of EXOSC3 and DDX1, we also performed RNA-seq analysis using a pipeline that distinguished protein-coding transcripts from other RNAs. This analysis revealed that more transcripts show a significant change (FDR < 0.05) in levels upon depletion of EXOSC3 (3949 transcripts) as compared to DDX1 (1702 transcripts). 

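In all, 3644 genes changed in siEXOSC3 cells, 32.4% of those tested, and 1182 in siDDX1 cells, or 10.6%. The numbers of genes past a threshold depend on the spread of each set of libraries and were not tested against each other. Knockdown libraries correlated with each other at Pearson r between 0.983 and 0.992 for siEXOSC3 and between 0.986 and 0.994 for siDDX1, across genes, and the lowest value between scramble libraries was 0.995. The median log2 fold change over all tested genes was -0.014 for siEXOSC3.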

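Of the changed genes, 51.5% increased and 48.5% decreased in siEXOSC3 cells, and 52.7% increased and 47.3% decreased in siDDX1 cells. Over the alternatives the share increased in siEXOSC3 cells ranged from 45.6%, with a mean FPKM of at least 5, to 64.4%, with adjusted p-values under 0.01. It was also below that of decreased genes with quantile normalization (47.7%) and without siEXOSC3 replicate 2 (48.7%). In siDDX1 cells it ranged from 50.3%, with quantile normalization, to 63.3%, without scramble replicate 1.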

Notably, the percentage of transcripts increased (56% for siEXOSC3; 57% for siDDX1) and decreased (44% for siEXOSC3; 43% for siDDX1) are similar in both cases; in fact, decreased transcripts slightly outnumber increased transcripts for both depletions. Interestingly, the data reveal a large number of shared transcripts that are regulated, suggesting a shared role in modulating a subset of transcripts or a shared cellular response at the transcript level. 

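Across the genes tested in both knockdowns, the log2 fold changes correlated with Pearson r = 0.54 and Spearman rho = 0.52. Genes are not independent replicates, and the scramble libraries are common to both comparisons. Simulated unchanged groups against common controls gave a mean r of 0.32, with a range from 0.23 to 0.38 over the draws. With effects assigned to genes at random the mean r was 0.056, between 0.033 and 0.085. Of the genes changed in siEXOSC3 cells, 81.2% had the same sign in siDDX1 cells, and 87.3% of the genes changed in siDDX1 cells had the same sign in siEXOSC3 cells. With unchanged groups the first of these shares was 69.2%, between 67.3 and 71.2%, and the second 73.9%, between 70.2 and 76.7%. With effects at random they were 53.1%, between 51.1 and 55.1%, and 53.4%, between 50.3 and 56.6%.

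**Figure D2:**
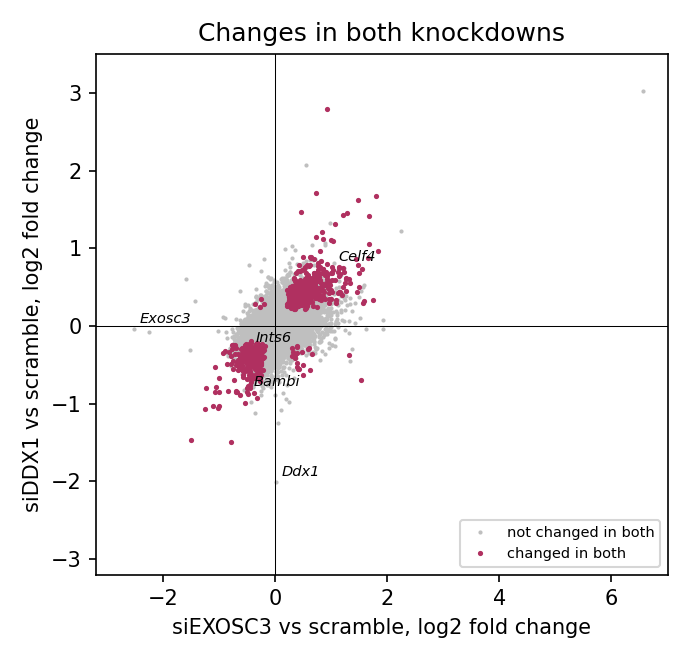
Log2 fold changes against scramble of the genes tested in both knockdowns, siEXOSC3 on the horizontal and siDDX1 on the vertical axis. Red points are the genes with an adjusted p-value under 0.05 in both, most of which lie in the lower left or upper right quadrant; the targets Exosc3 and Ddx1 each fell only in their own knockdown.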

To integrate the DRIP-seq and RNA-seq and provide insight into how changes in R-loops could correlate with altered gene expression within the region of the genome where the R-loop is located, we also narrowed the analysis to only consider regions where both R-loops and transcript levels were changed when either EXOSC3 or DDX1 was depleted with a focus on the shared changes. This analysis provided interesting sets of data to consider. One notable point is that the overall patterns of R-loop and transcript changes displayed in the heatmaps (Fig. 9*B*) appear similar for both EXOSC3 and DDX1 depletions with regions of increased R-loops sharing more increased transcripts and conversely for regions of decreased R-loops. To delve into the data in more detail, we identified altered R-loops linked to RNA metabolism, DNA repair, and/or neurodevelopment. Two examples from this analysis are *Ints6* and *Celf4*. *Ints6* encodes for a protein that is a noncatalytic member of the Integrator complex, a protein complex involved in the processing of snRNAs, resolving lncRNAs, and metabolizing mRNAs (83, 84). The integrator complex, containing INTS6, is involved in transcription termination of lncRNAs that are synthesized at sites of double-strand breaks, also known as damage-induced long ncRNAs (83, 85). *Celf4* encodes for an RNA-binding protein that regulates mRNA stability and binds 3′UTRs (86). *Celf4* has also been linked to neurodevelopmental disorders and expression is enriched in the central nervous system (87, 88). These transcripts may be regulated by the RNA exosome and DDX1 in neurons and dysregulation could contribute to the neurological pathology that occurs in many exosomopathy patients. These two examples represent just a subset of the many altered genomic regions and transcripts that could contribute to cellular dysfunction.

The overall goal of this study was to identify RNA exosome–interacting proteins present in a neuronal cell line with the underlying hypothesis that neuronal-specific interactions could be lost in exosomopathies, which show primarily neuronal pathologies despite the ubiquitous expression of the RNA exosome. While the identification of an interaction with an additional RNA helicase is exciting, DDX1, like the RNA exosome, is ubiquitously expressed. DDX1 has not been definitively linked to any monogenic disease, but there is a report within the undiagnosed disease network of an individual with a missense mutation (p.Thr280Arg), which would fall within the catalytic domain of DDX1. This individual is reported to suffer from seizures and developmental regression, which could suggest that DDX1, like the RNA exosome, is required for normal function in some regions of the brain. In summary, we identified and characterized a new interacting partner of the RNA exosome, and studies thus far suggest that DDX1 could interact with the RNA exosome to modulate R-loop accumulation at some loci and to regulate transcript levels of some shared transcripts. Taken together, this study suggests the interaction between the RNA exosome and RNA helicase DDX1 may be required for neuronal-specific gene regulation.

## Experimental procedures

### Cell culture, siRNA transfections, and compound treatments

A mouse neuroblastoma cell line, Neuro2A (N2A) (American Type Culture Collection) was maintained in a humidified incubator with 5% CO_2_ at 37 °C in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum, 100 units/ml penicillin G and 100 mg/ml streptomycin antibiotics (1%). Individual siRNAs were transfected into cultured cells using Lipofectamine 2000 (Invitrogen) and Opti-MEM (Thermo Fisher Scientific) according to the manufacturer’s protocol in antibiotic-free media. The authenticity of the cell line was validated using short tandem repeat profiling. In addition, the cell line was tested for *mycoplasma*, and cells were free from *mycoplasma* contamination for all experiments. Three 60 mm plates were seeded for each experimental condition. Each 60 mm plate was further seeded into three wells in 6-well plates. The 6-well plates were further processed for immunoblotting, DRIP-seq, or RNA-seq. Therefore, each biological replicate for all conditions was subjected to the same analysis. The siRNAs employed were: scramble negative control (Integrated DNA Technologies; 51-01-14-04), *EXOSC3* siRNA 1 (IDT; mm.Ri.Exosc3.13.1), and *EXOSC3* siRNA 2 (IDT; mm.Ri.Exosc3.13.5). If required, compounds were added to the media: CPT (5 μM, 1 h; Combi-Blocks ST-5997) and bleomycin (25 μg/ml, 3 days; Cayman Chemical 13877).

### Protein purification and antibody production

The *Exosc3* open reading frame encoding the mouse EXOSC3 protein was cloned into pGEX-6P-2 plasmid (GE Healthcare Life Sciences [now Cytiva]) to create an N terminally GST-tagged EXOSC3 construct. Recombinant GST-EXOSC3 was expressed in *Escherichia coli* Rosetta 2 (DE3). The GST fusion protein was purified by affinity chromatography on GSH-Sepharose (GE Healthcare Life Sciences [now Cytiva]) in 300 mM NaCl, 50 mM Hepes/NaOH (pH 7.5), 5% glycerol and 2 mM beta-mercapto-ethanol. The fusion protein was eluted by addition of 30 mM reduced GSH. The GST tag was removed using PreScission protease (GE Healthcare Life Sciences [now Cytiva]), and the EXOSC3 protein was further purified by collecting the flowthrough of a second affinity chromatography on GSH-Sepharose resin. The untagged protein was further purified on a Superdex200 size-exclusion chromatography column equilibrated in 150 mM NaCl, 30 mM Hepes/NaOH (pH 7.5), 5% glycerol. Expression and purification of both recombinant GST-EXOSC3 and untagged EXOSC3 were confirmed by SDS-PAGE, followed by Coomassie staining. The purified untagged protein was used as an immunogen to raise rabbit polyclonal antibodies by Josman, LLC. Sera containing anti-EXOSC3 antibodies was collected 21 days after immunization and used directly for immunoblotting, immunoprecipitation, and immunofluorescence.

### Cell fractionation

N2A cells were collected, spun down, and gently resuspended in cold fractionation buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 0.5% v/v IGEPAL CA-630 (Sigma)) supplemented with Pierce protease inhibitor mini tablet (Thermo Fisher Scientific A32955) for 10 min on ice. Cell lysates were centrifuged at 1000*g* for 5 min, and the supernatant/cytoplasmic fraction was collected. The pellet was washed once with fractionation buffer and centrifuged at 1000*g* for 5 min. The resulting pellet was collected as the nuclear fraction. Protein samples were resuspended in immunoprecipitation (IP) buffer (50 mM Tris–HCl pH 7.4, 100 mM NaCl, 0.5% IGEPAL CA-630 (Sigma)) supplemented with Pierce protease inhibitor mini tablet (Thermo Fisher Scientific A32955) and prepared for immunoblotting and immunoprecipitation.

### Immunoblotting

Protein lysates were boiled in reducing sample buffer and resolved on 4 to 20% Criterion TGX polyacrylamide gels (Bio-Rad), then transferred to 0.2 μm nitrocellulose membranes (Bio-Rad). Membranes were incubated for at least 1 h in blocking buffer containing 5% nonfat dry milk in 0.5% Tris-buffered saline with tween. Membranes were then incubated for 1 to 2 h at room temperature or overnight at 4 °C in primary antibody diluted in blocking buffer. Primary antibodies were detected using species-specific horse radish peroxidase–conjugated secondary antibodies (Jackson ImmunoResearch), followed by incubation with enhanced chemiluminescence substrate (Sigma) or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific). Chemiluminescence was detected by exposing blots using a ChemiDoc Imaging System (Bio-Rad). Immunoblots were quantified using ImageLab software compatible with the ChemiDoc Imaging System (Bio-Rad). Primary antibodies and dilutions as they appear: myc (mouse monoclonal; Cell Signaling 2276S; 1:1000), EXOSC9 (rabbit polyclonal; Bethyl A303-888A; 1:2000), EXOSC3 (rabbit polyclonal; custom made; 1:2000), HSP90 (Santa Cruz sc-13119; 1:400), B23 (mouse monoclonal; Santa Cruz sc-271737; 1:200), DDX1 (rabbit polyclonal; bethyl A300-521A; 1:2000).

### Immunoprecipitation

#### Mass spectrometry sample preparation

N2A cells were transfected with pcDNA3 plasmids containing 2× myc-EXOSC3 or pcDNA3 empty vector (Addgene) using Lipofectamine 2000 (Thermo Fisher Scientific) and Opti-MEM (Thermo Fisher Scientific) as recommended by the manufacturer. Cell pellets were resuspended and lysed in 20 mM Hepes pH 7.2, 100 mM NaCl, and 0.2% Triton X-100. Cell lysate was cleared with centrifugation for 10 min at 10,000 RPM at 4 °C. Protein concentrations were determined using a standard Pierce bicinchoninic acid assay (Thermo Fisher Scientific, 23225). Total lysate (30 μg) was collected for input. For each sample, 20 μl Pierce Anti-c-Myc magnetic beads (Thermo Fisher Scientific #88842) were added to 600 μl to 700 μl of lysate and incubated at room temperature for 1 h while tumbling end over end. Beads were washed 3× and submitted for LC-MS/MS.

#### Endogenous IP sample preparation

Nuclear and cytoplasmic protein lysates were prepared as described previously in cell fractionation, followed by suspending in IP buffer (50 mM Tris–HCl pH 7.4, 100 mM NaCl, 0.5% IGEPAL CA-630 [Sigma]) with one Pierce protease inhibitor mini tablet (Thermo Fisher Scientific A32955). Lysates were passed through a 27-gauge syringe five times and sonicated for five pulses three times. Lysates were centrifuged at 14,000*g* for 15 min at 4 °C and protein concentrations were determined using a standard Pierce bicinchoninic acid assay (Thermo Fisher Scientific, 23225). Lysate (30 μg) was collected for input. Dynabeads Protein G magnetic beads (Invitrogen; 10003D) were suspended in 200 to 400 μl PBS with Tween and incubated with rotation for 30 min with nonspecific rabbit IgG isotype control (Invitrogen, 31235) or an equal volume of EXOSC3 antibody (50 μg/ml) at room temperature. Clarified lysates were added to washed bead-antibody complexes. If required, enzymes were added to final lysates and washed bead-anybody complexes: RNase A (0.2 μg/μl; Invitrogen 12091-039), RNase T1 (5 U; Worthington Biochemical LS01435), RNase H (8 U; Invitrogen 18021-014), DNase I (5 U; Invitrogen 18068015), benzonase (1:10,000; Santa Cruz sc202391). The samples were incubated at 4 °C overnight while tumbling end over end. After incubation, the beads were magnetized and washed three times with cold IP buffer. The protein complexes were eluted with reducing sample buffer (250 mM Tris–HCl pH 7.4, 500 mM DTT, 10% SDS, 0.5% bromophenol blue, and 50% glycerol) and prepared for immunoblotting.

### Liquid chromatography and tandem mass spectrometry

#### Sample preparation

Digestion was performed on beads using a digestion buffer containing 50 mM NH_4_HCO_3_. The beads were then treated with 1 mM DTT at 25 °C for 30 min, followed by addition of 5 mM iodoacetamide (IAA) at 25 °C for 30 min in the dark. Lysyl endopeptidase (Wako) was added to the mixture at a 1:50 (w/w) enzyme to protein ratio and digestion proceeded at 25 °C overnight. Samples were further digested overnight with 1:50 (w/w) trypsin (Promega) at 25 °C. Resulting peptides were desalted with a Sep-Pak C18 column (Waters) and dried under vacuum.

#### LC-MS/MS analysis

Dried peptide samples were resuspended in 15 μl of loading buffer (0.1% formic acid, 0.03% trifluoroacetic acid, 1% acetonitrile) and 3 μl was loaded and separated on a self-packed C18 (1.9 μm Dr Maisch) fused silica column (25 cm × 75 μM internal diameter; New Objective) by a Dionex Ultimate 3000 RSLCNano and monitored on a Fusion mass spectrometer (Thermo Fisher Scientific). Elution was performed over a 120-min gradient at a rate of 250 nl/min with buffer B ranging from 3% to 35% (buffer A: 0.1% formic acid in water, buffer B: 0.1% formic acid in acetonitrile). The mass spectrometer cycle was programmed to collect at the top speed for 3 s cycles. The mass spectrometry scans (300–1500 *m/z* range, 200,000 automatic gain control, 50 ms maximum ion time) were collected at a resolution of 120,000 at *m/z* 200 in profile mode and the high-energy collisional dissociation tandem mass spectrometry (MS/MS) spectra (1.5 *m/z* isolation width, 0.5 m/z offset, 30% collision energy, 10,000 automatic gain control target, 35 ms maximum ion time) were detected in the ion trap. Dynamic exclusion was set to exclude previous sequenced precursor ions for 20 s within a 10-ppm window. Precursor ions with +1 and +8 or higher charge states were excluded from sequencing.

#### Data analysis

Spectra were searched using Proteome Discoverer 2.1 against mouse UniProt database (53,289 target sequences, downloaded in April 2015). Searching parameters included fully tryptic restriction and a parent ion mass tolerance (±20 ppm). Product ion tolerance was 0.6 Da. Methionine oxidation (+15.99492 Da), asparagine and glutamine deamidation (+0.98480), and protein N-terminal acetylation (+42.03670) were variable modifications (up to three allowed per peptide); cysteine was assigned a fixed carbamidomethyl modification (+57.021465 Da). Percolator was used to filter the peptide spectrum matches to a FDR of 1%.

### Immunofluorescence

N2A cells were fixed on coverslips with 4% paraformaldehyde (Electron Microscopy Sciences) for 20 min at room temperature and permeabilized with 0.5% Triton X-100 (Sigma) for 10 min at room temperature. Coverslips were then blocked with 5% bovine serum albumin for 60 min at room temperature and incubated overnight at 4 °C with primary antibody γH2AX (rabbit monoclonal; Cell Signaling 9718T, 1:400). Texas red species-specific secondary antibodies (Jackson ImmunoResearch Laboratories Inc) were used at a 1:200 dilution. Images were obtained using an Olympus BX60 inverted brightfield microscope (Olympus Life Sciences) with a 100× objective and recorded with a Moment CMOS camera (Teledyne Photometrics). Fluorescence intensity in green, blue, and red channels were measured using an automated program pipeline using Ocular v2.0 advanced scientific camera control.

### Total RNA preparation

Total RNA was isolated from N2A cells using the TRIzol reagent (Invitrogen) according to the manufacturer’s protocol. RNA quality was measured by 1% agarose gel electrophoresis (Fig. S3*A*) and by high sensitivity (HS) DNA assay (Agilent) (Fig. S3*B*).

### Northern blot

Total RNAs from three biological replicates were separated on a 1% agarose/formaldehyde gel and transferred by capillarity overnight in 20× saline sodium citrate (3 M NaCl, 300 mM sodium citrate pH 7) onto a nylon membrane (Cytiva). Membranes were probed as indicated. Bands were quantified using Image Lab software (Bio-Rad). Probe sequences were purchased from IDT and are listed in Table S2.

### DRIP and sequencing

Genomic DNA (gDNA) was extracted from ∼4 million N2A cells and fragmented with restriction enzymes (BsrGI, EcoRI, HindIII, SspI, XbaI, 30 U/each, NEB) following a published protocol (89). Fragmented nucleic acids were recovered by phenol-chloroform extraction. Fragmented gDNA (4 μg) was digested with 20 U of RNase H (NEB #M0297S) for 6 h to serve as a negative control. Fragmented gDNA or RNase H-digested DNA (4 μg) were immunoprecipitated with 8 μg of S9.6 antibody (Millipore #MABE1095) overnight at 4 °C in DRIP binding buffer (10 mM sodium phosphate, 140 mM sodium chloride, 0.05% (v/v) Triton-X-100, pH 7.0). DNA-antibody complex was then incubated with 40 μl of Protein G beads (Invitrogen #10003D) for 2 h at 4 °C, and beads were washed three times with DRIP binding buffer. Antibody-captured DNA-RNA hybrids were then eluted in (50 mM Tris pH 8.0, 10 mM EDTA, 0.5% (v/v) SDS) and subjected to phenol-chloroform extraction. The immunoprecipitated DNA-RNA hybrids were quantified by Qubit (ThermoFisher Scientific #Q32854). DNA-RNA hybrids (10 ng) were treated with 5 U of RNase H for 1 h and then were sonicated into small fragments (∼100–500 bp) using a Covaris Focused-Ultrasonicator Me220. Fragmented DNA was blunted, 5′ phosphorylated and 3′ A-tailed by NEBNext Ultra II End Prep Enzyme Mix following the manufacturer’s instruction (New England Biolabs #E7645L). An adaptor was ligated, and USER enzyme was used for U excision to yield adaptor-ligated double-strand DNA. The DNA was then PCR-amplified using barcoded PCR primers (New England Biolabs #E7335L, #E7500L). After AMPure XP bead purification (Beckman Coulter #A63881) and Qubit quantification, the libraries were sent to Admera Health for quality analysis and sequencing with Illumina with a read length configuration of 150 PE.

### Library preparation and high-throughput sequencing

For the rRNA-depleted RNA-seq library, sample quality was assessed by Bioanalyzer 2100 Eukaryote Total RNA Pico (Agilent Technologies), and samples were quantified by Qubit RNA HS assay (Thermo Fisher Scientific #Q32852). rRNA depletion was performed with Ribo-zero rRNA Removal Kit (Illumina Inc), followed by NEBNext Ultra II Nondirectional RNA Library Prep Kit for Illumina per manufacturer’s recommendation. Library concentration was measured by quantitative polymerase chain reaction, and library quality was evaluated by Tapestation HS D1000 ScreenTapes (Agilent Technologies). Equimolar pooling of libraries was performed based on quantitative polymerase chain reaction values. Libraries were sequenced on a HiSeq with a read length configuration of 150 PE, targeting 80 million total reads per sample (40 million in each direction).

### GO enrichment

#### Mass spectrometry

Proteins exhibiting a log_2_ ratio greater than zero PSM were analyzed using Panther Classification system (v17.0) and those exhibiting a ratio less than zero PSM were excluded. Of the 1141 proteins that met these criteria, 751 were organized into the functional classification system protein class. The pie chart was created in Microsoft Excel.

#### DNA/RNA-immunoprecipitation followed by sequencing

Fold enrichment of the modules was determined using Panther Classification System (v17.0) (https://doi.org/10.5281/zenodo.6799722). The total set of increased R-loop peaks (140) and decreased R-loop peaks (425) for both siDDX1 and siEXOSC3 datasets were set as the client text box input. A Fisher’s exact test was used to annotate the dataset into biological processes. We used a FDR and *p* value cut-off <0.05 and focused on biological processes pertaining to RNA metabolism and neuron development. Fold enrichment was graphed using Microsoft Excel.

### Bioinformatic analysis

#### DNA/RNA-immunoprecipitation followed by sequencing

DRIP-seq reads were aligned to mouse genome sequence (mm9) by Bowtie2 version 2.4.4 (https://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.4.4/) with default parameter (90). Aligned reads in bam file were sorted by genomic coordinate by SAMtools (91). Peaks for each library were identified by MACS2 version 2.2.6 with input bam file (92). DRIP-seq peaks identified from scramble and siEXOSC3/siDDX1 were merged and reads were recounted in the merged peak regions. Differential analysis was conducted by DESeq2 based on the reads count matrix in the merged peak regions and significantly changed regions were defined by FDR <0.05 (93). The differential regions were annotated to genes by annotatePeaks.pl from HOMER version 4.11 (http://homer.ucsd.edu/homer/) (94).

#### RNA-sequencing

RNA-seq reads were aligned to mouse genome (mm9) by Tophat version 2.1.0 with default parameter (95). Aligned reads in bam file were sorted by genomic coordinate by SAMtools (91). Gene differential expression analysis was conducted by Cuffdiff version 2.2.1 (96). Significant DE genes were defined by FDR <0.05. GO analysis were performed by Panther (https://www.pantherdb.org/) (97).

#### Integrative genomics viewer

Transcriptomic regions were viewed using the IGV from https://software.broadinstitute.org; v2.15.2 (98). Three biological replicates of the depletion conditions were merged into a single track. The *Mus musculus* genome (NCBI37/mm9) was used as a reference.

### Statistical analysis

Comparisons between experimental groups were made using an unpaired student’s *t* test. All data are presented as means and SEM (error bars) for at least three independent experiments, unless otherwise indicated. Asterisks (∗) indicate statistical significance at *p* value <0.05. R-Studios was employed to conduct a *t* test for the statistical significance of the overlap between the experimental samples. A *p*-value <2.2 × 10 to 16 is the smallest value that the *t* test returns, indicating the statistical significance of the results obtained.

## Data availability

The mass spectrometry proteomics data are available in Table S1. Sequencing data are available at the Gene Expression Omnibus under accession: GSE230121. All remaining data are contained within the article.

## Supporting information

This article contains Supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest within the contents of this article.

# Supplementary material for: The putative RNA helicase DDX1 associates with the nuclear RNA exosome and modulates RNA/DNA hybrids (R-loops)
**Source:** J Biol Chem. 2024 Jan 12;300(2):105646. doi: 10.1016/j.jbc.2024.105646
**Supplement:** Supporting information

**Northern blot probe sequences**

|          |                                |
|----------|--------------------------------|
| ITS2-32  | ACCCACCGCAGCGGGTGACGCGATTGATCG |
| 5.8S-113 | GCAAGTGCGTTCGAAGTGTC           |
| 7SL      | CAAACTCCCGTGCTGATCA            |

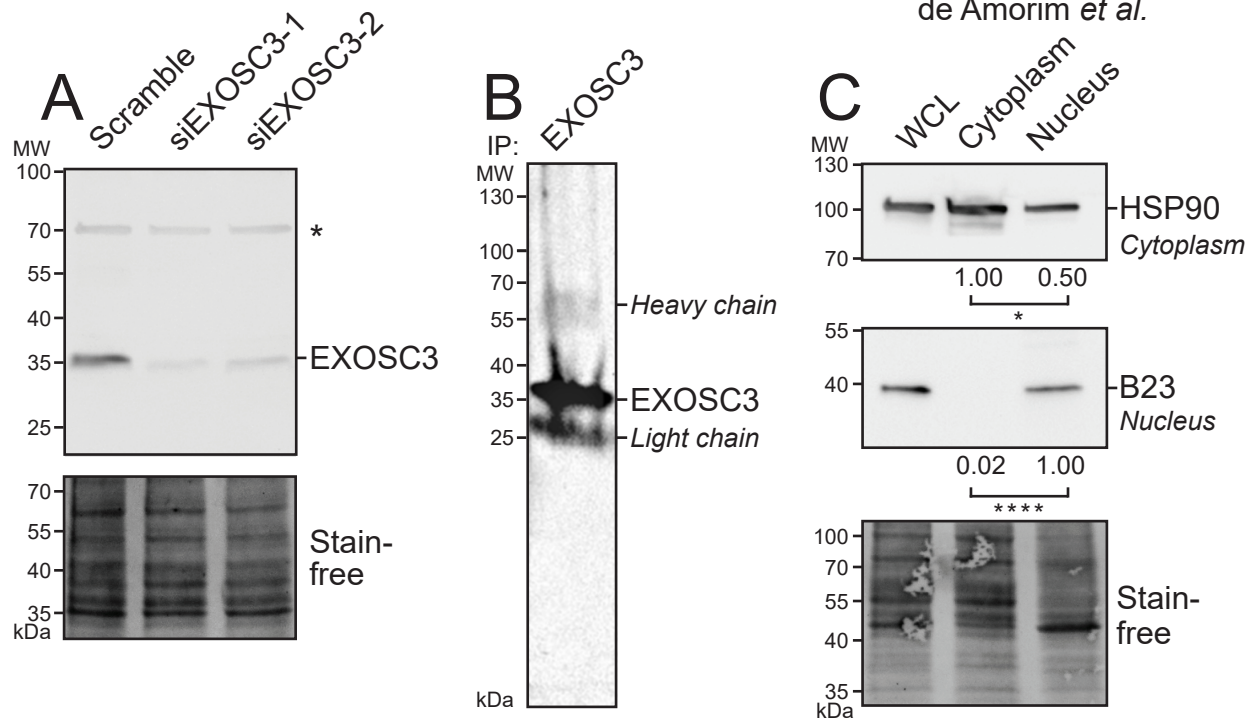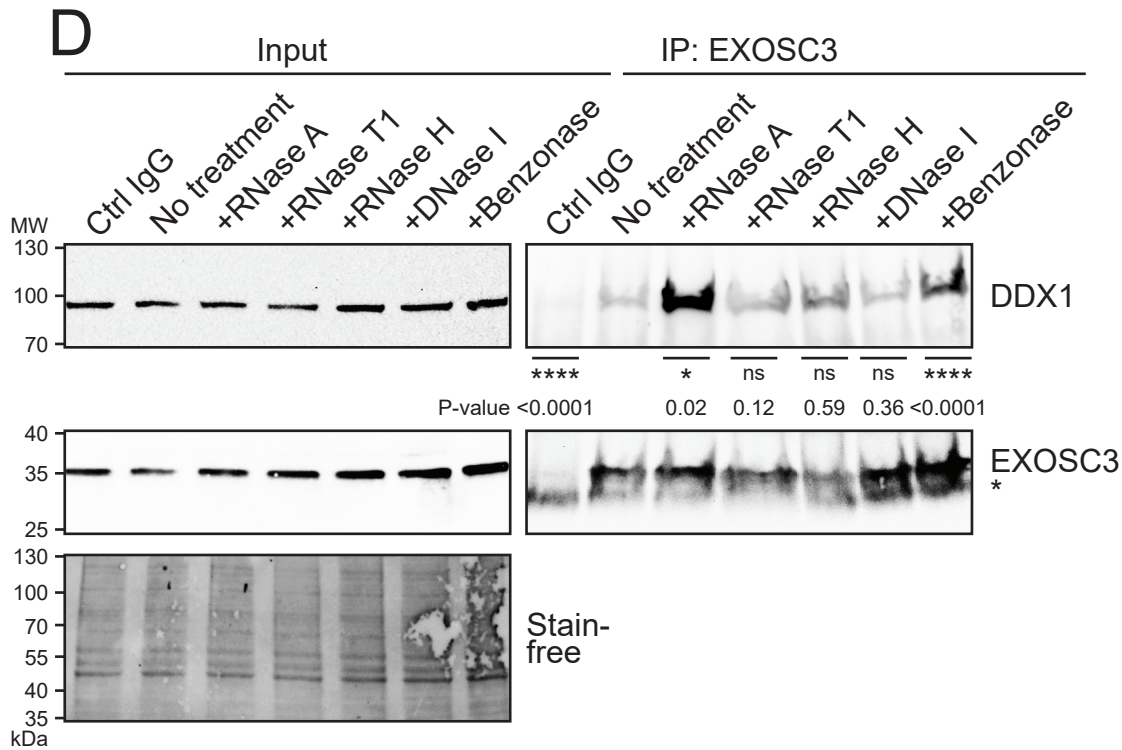

**Figure S1. EXOSC3 custom-made antibody is specific, cellular fractionation is sufficient, and the interaction between EXOSC3 and DDX1 is impacted by loss of RNA or DNA.**

(A) As described in Materials and Methods, polyclonal antibodies were created to detect EXOSC3. To validate the EXOSC3 antibody, N2A cells were transfected with Scramble or two independent EXOSC3 siRNAs (siEXOSC3-1 and siEXOSC3-2) and protein depletion was determined by immunoblot. The immunoblot was probed by the custom antibody. EXOSC3 antibody detects a band at the predicted size of EXOSC3, which is decreased with each EXOSC3 siRNA compared to Scramble. The Stain-free blot serves as a loading control for total protein. The asterisk (\*) denotes a nonspecific band. (B) To determine the specificity of antibody use in immunoprecipitation, immunoprecipitation from N2A lysate using EXOSC3 antibody was performed, followed by immunoblot with the same EXOSC3 antibody. (C) Cellular fractionation of N2A cells was performed as described in Materials and Methods. Equal amounts of protein from whole cell lysate (WCL), cytoplasmic, or nuclear fractions were analyzed with antibodies that detect proteins localized to either the cytoplasm (HSP90) or the nucleus (B23). The Stain-free blot serves as a loading control. The differences in protein profiles across the stain-free blot indicate the differences in protein populations between cytoplasmic and nuclear fractions. The bands are quantified relative to the nuclear (B23) or cytoplasmic (HSP90) marker in the respective cellular compartments. The values below the lanes correspond to the amount of protein quantified from the bands, normalized to the fraction observed; the cytoplasmic fraction was normalized to HSP90 (p-value = 0.0279) and the nuclear fraction was normalized to B23 (p-value < 0.0001). The quantification is averaged across biological triplicates and significance was calculated using student's T-test. (D) Immunoprecipitation of EXOSC3 from the nuclear fraction was performed with treatments of RNase A, RNase T1, RNase H, DNase I, and Benzonase. EXOSC3 antibody described previously is used in the No treatment, +RNase A, +RNase T1, +RNase H, +DNase I, and +Benzonase immunoprecipitation. Nonspecific rabbit IgG (Ctrl IgG) was used as a control. DDX1 and EXOSC3 were analyzed for the Input and bound fractions (IP: EXOSC3). The light chain IgG band is visible (asterisk) in the bound fractions probed with EXOSC3, just below the EXOSC3 band. Stain-free serves as a loading control

for the Input. Bands in the bound fractions were quantified relative to the No treatment control. The values below the lanes correspond to the amount of protein quantified from the bands. This experiment was performed in duplicate ( $n = 2$ ). The asterisk (\*) below the values indicate the P-value  $< 0.05$ . The immunoblot in Figure 3C is cropped from the figure shown here.

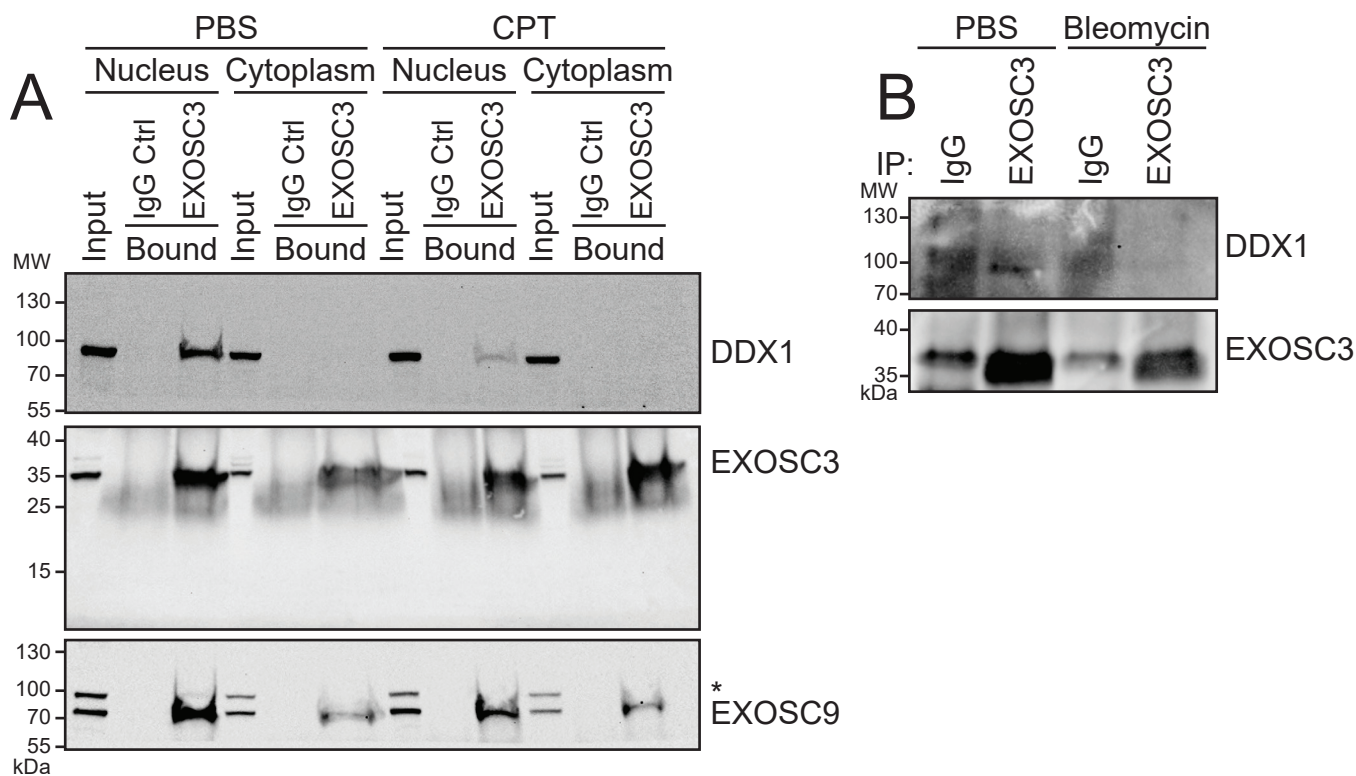

**Figure S2. The full immunoblot showing the interaction between EXOSC3 and DDX1 is DNA damage sensitive.**

(A) The immunoblot from Figure 4B is cropped from the immunoblot shown here. N2A cells were treated with PBS (control) or camptothecin (CPT) and prepared for immunoprecipitation as described in Materials and Methods. The Input and immunoprecipitated samples from nuclear and cytoplasmic fractions (Bound) treated with either PBS or CPT for both EXOSC3 and control IgG (Ctrl IgG) are shown. DDX1, EXOSC9, and EXOSC3 are detected. The immunoblot probed for DDX1 was also probed for EXOSC9. A band corresponding to DDX1 from the first probe is still visible and denoted with an asterisk (\*) in the blot probed for EXOSC9. (B) N2A cells were treated with PBS (control) or bleomycin and prepared for immunoprecipitation as described in Materials and Methods. The nuclear fraction was subjected to immunoprecipitation using either EXOSC3 or control IgG (Ctrl IgG). DDX1 and EXOSC3 are detected.

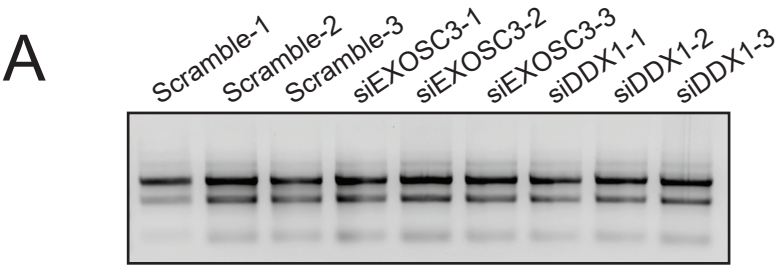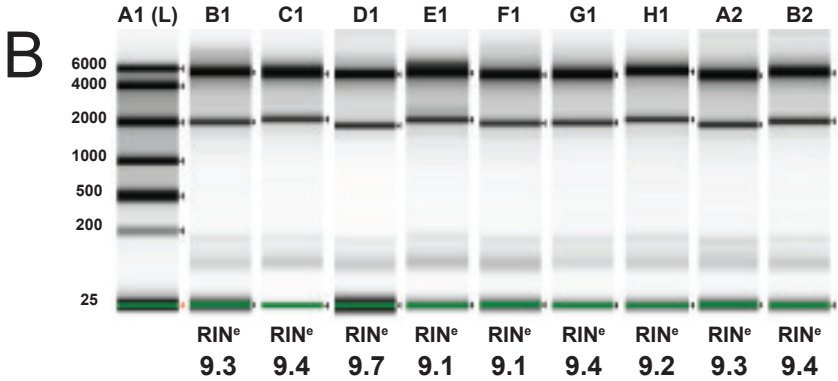

| Well   | RIN° | 28S/18S (Area) | Conc. [pg/μl] | Sample description |
|--------|------|----------------|---------------|--------------------|
| A1 (L) | -    | -              | 2140          | Ladder             |
| B1     | 9.3  | 3.0            | 1880          | Scramble-1         |
| C1     | 9.4  | 3.5            | 13800         | Scramble-2         |
| D1     | 9.7  | 2.9            | 1050          | Scramble-3         |
| E1     | 9.1  | 3.8            | 4300          | siEXOSC3-1         |
| F1     | 9.1  | 3.2            | 2660          | siEXOSC3-2         |
| G1     | 9.4  | 3.1            | 4350          | siEXOSC3-3         |
| H1     | 9.2  | 2.7            | 3940          | siDDX1-1           |
| A2     | 9.3  | 3.0            | 2520          | siDDX1-2           |
| B2     | 9.4  | 3.0            | 2980          | siDDX1-3           |

**Figure S3. The quality of the purified RNA used for the northern blots, RNA-sequencing, and DRIP-sequencing assessed by 1% agarose gel and High Sensitivity ScreenTape assay.**

(A) RNA was extracted from N2A cells transfected with scramble siRNA, EXOSC3 siRNA, and DDX1 siRNA in biological triplicates. The quality of the RNA was assessed by a 1% agarose gel. The three bands visible correspond top to bottom to 28S, 18S, and 5.8S rRNA, respectively. (B) A High Sensitivity RNA ScreenTape assay was used for quantitation and further quality assessment. All RNA integrity numbers (RIN<sup>e</sup>) for each sample are considered high quality.

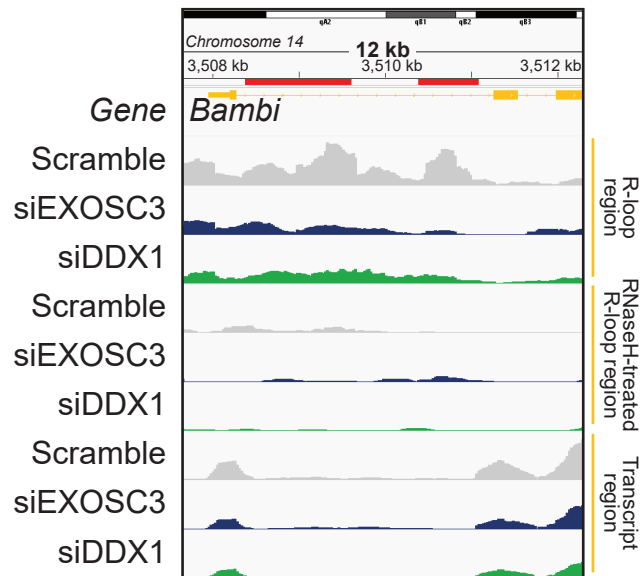

**Figure S4. IGV for R-loop regions in *Bambi* is elevated in cells depleted of *EXOSC3* or *DDX1*.**

The Integrative Genome Viewer (IGV) image of *Bambi* is shown. 

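The transcripts of Bambi were measured in the RNA-seq libraries. Bambi lies on chromosome 18 of NCBIM37 from 3507955 to 3516402 on the plus strand. It fell from 3.59 ± 0.289 FPKM (SD, n = 3) in scramble to 2.22 ± 0.141 FPKM (SD, n = 3) in siEXOSC3 cells, a log2 fold change of -0.51 (standard error 0.0957, limma adjusted p = 0.00687). In siDDX1 cells it was at 1.54 ± 0.441 FPKM (SD, n = 3), a log2 fold change of -0.85 (standard error 0.133, limma adjusted p = 0.01005). The adjusted p-value in siDDX1 cells rose to 0.0588 without scramble replicate 1 and to 0.0576 without scramble replicate 3. At this low level a fold change on the log2(FPKM + 1) scale understates the change.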

The chromosome is displayed at the top of the window. The span lists the number of bases currently displayed. The tick marks indicate the chromosome locations. The red line marks the regions in which R-loops are significantly changed. The top track displays the *Mus musculus* reference genome (NCBI37/mm9) in orange. The following three tracks display the R-loop regions of interest corresponding to Scramble, siEXOSC3, and siDDX1, respectively. The middle three tracks display the RNase H-treated R-loop regions of interest corresponding to Scramble, siEXOSC3, and siDDX1, respectively. The last three tracks display the Transcript regions of interest corresponding to Scramble, siEXOSC3, and siDDX1, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

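RNA-seq was carried out on N2A cells transfected with scramble, EXOSC3 or DDX1 siRNA, with 3 libraries per condition and 9 in all. The authors aligned the reads to mm9 with TopHat and ran Cuffdiff on each knockdown against scramble. They deposited FPKM values per gene and library in 2 tables of 24318 genes, 1 per knockdown, each with the 3 scramble libraries. The gene annotation and the library normalization given to Cuffdiff are not named in the paper's text. Because the tables were scaled separately, every test stays within a table. FPKM are not counts, so no count model was used. The DRIP-seq data are not analysed here.

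From the deposited FPKM, log2(FPKM + 1) was computed for genes with a mean of at least 1 over the 6 libraries of a table and tested with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes with an intensity trend, no covariates). P-values were two-sided and adjusted by Benjamini-Hochberg, with a threshold of 0.05. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1. Between 53.1 and 66.6% of the low genes used for the relative depth lay at the step of a single fragment, and since the absolute depth is unknown no confidence interval from counts is given. Figures were drawn with matplotlib version 3.10.9.

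The overlap of the lists was tested with Fisher's exact test over the genes tested in both tables, beside 100 simulated pairs of unchanged groups against common controls. The simulation drew normal values from the spread of the scramble, siEXOSC3 and siDDX1 libraries, independently for each gene. Trends common to a library are therefore left out of its ranges. It took as many top-ranked genes as were observed in each direction. A second simulation assigned the estimated changes to genes at random, so that the noise in them is counted again. Positions, exonic length and GC content came from GENCODE vM1 on NCBIM37, which is the sequence of mm9, and gene names and classes from a RefSeq table of GRCm38.p6. Of the 24318 symbols, 23120 matched a RefSeq symbol, 1082 a single synonym, and 20792 a GENCODE gene.

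Tests, alternatives, 10 gene lists and the rule for the genes named were chosen before the data were examined. The rule took every gene that the paper depletes or shows at transcript level. It also took, in each knockdown, the 3 largest rises and 3 largest falls among called genes whose groups do not overlap, the 3 largest shared rises and falls, and at most 3 called members of each list past its test. The lists were RNA exosome subunits, RNA exosome cofactors, snoRNA host genes, cytosolic ribosomal proteins, replication-dependent histones, axon guidance ligands and receptors, p53 target genes, interferon-stimulated genes, ATF4 target genes and Integrator subunits. They were tested with camera (preset correlation 0.01) and fry, adjusted over all 20 tests. The list of lncRNA genes was added after the data had been examined, and so was the removal of a loess trend (span 0.3) on GC content and length from each library. The criterion by which a list was taken up for a closer look (all 3 knockdown libraries beyond the scramble libraries, and camera past 0.05) was also set after the list values had been seen.

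The alternatives were a pseudocount of 0.1, no filter on low FPKM, a mean FPKM of at least 5, quantile normalization, centring on the median, no intensity trend, the replicate number as a block, protein-coding genes alone, an adjusted p-value under 0.01, a chi-squared test of the overlap, fry in place of camera, and leaving out each library in turn. The fit was tested on simulated data with 11242 genes, of which 200 were changed by a log2 fold change of 1 up or down. It called 199 of them (99.5%), 0 with the wrong sign, and 12 unchanged genes. Most genes called in the real data changed by less than 1 on the log2 scale, and detection of such smaller changes was not simulated. A GC slope of 1.98 found in simulated data was reduced to -0.0039 by the trend removal.

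Some exact zeros in the tables are uncertain. Among genes with a mean FPKM of at least 50, 1 gene in the siEXOSC3 table and 2 in the siDDX1 table are listed at 0 in at least 1 library, and no fold change is given for them. Rmrp, a small noncoding RNA gene, takes 13.4% of the FPKM total in the siEXOSC3 table and 14.1% in the siDDX1 table.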

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

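The comparisons of lists with the scramble libraries were defined after the list values had been seen. The trend removals and matched lists used below were chosen after each pattern was seen but before their own values were, except the trend removal for the RNA exosome subunits and the division of the lncRNA genes by what is known of them, which were chosen after their values had been seen. Of 22 comparisons of a list with the scramble libraries, 8 had all 3 knockdown libraries on one side of all 3 scramble libraries, and those past camera are described here, with 2 lists that moved in opposite directions in the knockdowns. List values are medians of the log2 change minus that of protein-coding genes.

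Integrator subunits, a list the paper does not analyse beyond Ints6, fell in both knockdowns. In siEXOSC3 libraries the values were -0.30, -0.23 and -0.35 (median -0.30), and in siDDX1 libraries -0.15, -0.17 and -0.18 (median -0.17). The scramble libraries, each against the others, lay between -0.083 and 0.057. Of 11 genes, 7 decreased in siEXOSC3 and 2 in siDDX1 cells, or 7 and 5 adjusted over the list alone. Camera gave adjusted p-values of 0.00868 and 0.0191, and fry 0.0437 in both. Ints7 (log2 fold change -0.42 in siEXOSC3, limma adjusted p = 0.00395), Ints3 (-0.42 and -0.29) and Ints8 (-0.35 in siDDX1, limma adjusted p = 0.0378) were among them. The fall remained after GC and length trends were removed, at -0.24 and -0.13. It was also present against each single scramble library, where the smallest fall was -0.14, which argues against a GC or length trend and against one deviating scramble library as the whole cause. Fitted over the 3 libraries together, the values were -0.27 and -0.12, and quantile normalization gave -0.25 and -0.11. The calls of Ints3 and Ints8 in siDDX1 cells were lost in 5 of the 6 fits without one library, all but the one without siDDX1 replicate 3, and that of Ints8 also in 3 of the 9 other alternatives. Over all of these the adjusted p-value ranged from 0.0127 to 0.115 for Ints3 and from 0.00341 to 0.152 for Ints8. A shared response of Integrator genes to both depletions is a hypothesis that was found and examined on the same data, and reads of overlapping genes were not tested.

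Genes classed as lncRNA rose in siEXOSC3 libraries, by 0.24, 0.14 and 0.22 (median 0.22), with the scramble libraries between -0.036 and 0.021. The paper states that its RNA-seq pipeline focused on coding regions. Of 361 such genes, 109 increased and 30 decreased (camera adjusted p = 2.03e-04, fry adjusted p = 0.0031). These p-values were adjusted over the 2 knockdowns of this list alone, unlike those of the other lists. In siDDX1 libraries the values were -0.042, -0.0078 and 0.015. The difference between the knockdowns was 0.21 (exact permutation test, p = 0.1, the smallest possible). Among 10000 lists of protein-coding genes matched on mean expression, 0 had a median as high, which argues against a low level as the whole cause. The rise is nevertheless tied to low genes and to the scaling. Over the 3 libraries together it was 0.21. It was 0.042 over the 120 lncRNA genes with a mean FPKM of at least 5, and 0.11 with quantile normalization. With no filter on low FPKM it was 0.049 over 1192 genes, where fold changes of low genes are understated. With a pseudocount of 0.1 it was larger, at 0.29. Over the whole list a check of GC content, length or neighbouring genes is void, because only 57.1% of the genes had these properties, so the genes with and without them were taken apart. The 206 genes with a GC content and length rose by 0.21 both before and after removal of these trends, with libraries at 0.22, 0.16 and 0.23 after removal (camera adjusted p = 8.79e-04), which argues against such a trend as the whole cause for these genes. The other 155 genes rose by 0.20, and for them the trend cannot be told apart, because neither property was known. The 45 genes with no protein-coding gene within 5 kb rose by 0.16, with libraries at 0.31, 0.19 and 0.13 and scramble libraries between -0.036 and 0.041 (camera adjusted p = 0.0645 over these genes and the other lists). The remaining 316 genes rose by 0.22. Reads of nearby coding genes cannot be told apart for either group. The first was not past camera after adjustment, and the genes of the second had a coding gene within 5 kb or no known position. Loss of RNA exosome activity on noncoding transcripts remains a biological explanation that this design does not test.

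Interferon-stimulated genes fell in siDDX1 libraries, by -0.24, -0.22 and -0.32 (median -0.24), with the scramble libraries between -0.10 and 0.064. Only 7 genes of the list were tested, with a median of 2.88 FPKM. Cxcl10 (log2 fold change -0.98, limma adjusted p = 0.0174) and Isg15 (-0.93, limma adjusted p = 0.0130) decreased, and 4 genes did so adjusted over the list alone. Camera gave an adjusted p-value of 0.0191 and fry 0.0264. With GC and length trends removed the fall was -0.30, and 42 of 10000 lists matched on expression had a median as low, which argues against a GC or length trend and against the expression level as the whole cause. It was -0.12 with no filter on low FPKM. The genes are few and low, and the number of reads behind their values is unknown, which limits this result. The calls of Cxcl10 and Isg15 were lost in 3 and 2 of the 6 fits without one library. Their adjusted p-values rose up to 0.0831 and 0.0691, both without scramble replicate 1. A lower interferon response after DDX1 depletion is a hypothesis.

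ATF4 target genes rose in siDDX1 libraries, by 0.14, 0.096 and 0.25 (median 0.14), with the scramble libraries between -0.061 and 0.048. Of 17 genes, 5 increased, or 8 adjusted over the list alone (camera adjusted p = 0.00247, fry adjusted p = 0.0379). Ddit3 (log2 fold change 0.56), Ddit4 (0.53) and Asns (0.35) were among them. Ddit3 and Ddit4 also rose in siEXOSC3 cells, by 0.61 and 0.52 on the log2 scale. In siDDX1 cells the calls of Ddit3 and Asns were lost in 5 of the 6 fits without one library and that of Ddit4 in 3, with adjusted p-values up to 0.149, 0.115 and 0.0919, and that of Ddit3 also in 2 of the 9 other alternatives. In siEXOSC3 cells the calls of Ddit3 and Ddit4 were lost in 2 and 3 of the 6 fits, with adjusted p-values up to 0.0612 and 0.0678. The rise was 0.20 after GC and length trends were removed, and 9 of 10000 matched lists were as high, which argues against both as the whole cause. Without siDDX1 replicate 3 it was 0.11 instead of 0.22 over the 3 libraries together. In siEXOSC3 libraries the list moved the other way, by -0.003, -0.068 and -0.14, within the range of the scramble libraries for the first. The mean difference between the knockdowns was -0.23. An exact permutation test gave p = 0.1, the smallest that 3 against 3 libraries allow, so the difference was not shown by a test. A stress response after DDX1 depletion is a hypothesis.

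RNA exosome subunits other than Exosc3 also moved in opposite directions. They stood at -0.17, -0.022 and -0.30 in siEXOSC3 libraries and at 0.029, 0.011 and 0.11 in siDDX1 libraries. The scramble libraries lay between -0.0056 and 0.011 beside either knockdown, so the siEXOSC3 libraries were all below them, whereas siDDX1 replicate 2, at 0.0106, was not above scramble replicate 1, at 0.0107. The mean difference was -0.22, with p = 0.1 from an exact permutation test, which cannot go lower. Neither change passed camera (adjusted p = 0.0826 and 0.759) or fry (0.265 and 0.487). All 11 genes had a negative log2 fold change in siEXOSC3 cells and 2 decreased past the threshold (Exosc7 and Exosc8). In siDDX1 cells 8 were positive, but 0 increased past the threshold, where 2 rose at an unadjusted p-value under 0.05, and 1 decreased, Exosc6 (log2 fold change -0.39, limma adjusted p = 0.0460). These 3 genes were chosen after their values were seen. Without siEXOSC3 replicate 3 the fall was -0.059 instead of -0.15, and the value of 0.052 in siDDX1 was 0.024 without siDDX1 replicate 3 and 0.021 without scramble replicate 2. With no filter on low FPKM the camera adjusted p-value for siEXOSC3 was 0.0314, in a range from 0.0314 to 0.265 over the alternatives. After removal of GC and length trends the values were -0.14 and 0.026. These trends cannot be told apart from the change, since the remaining values are not past a test, and no biological explanation was tested.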

How the results depend on the processing

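No test in this part was chosen after its result was seen apart from the GC and length trend removal, which was added after the data had been examined.

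With an adjusted p-value under 0.01, the counts of increased and decreased genes were 869 and 480 in siEXOSC3, 100 and 83 in siDDX1, and 52 and 19 in both. This follows from the stricter threshold. With no filter on low FPKM, siDDX1 gave 387 and 330 genes and the shared lists 213 and 139, and the correlation of log2 fold changes was 0.52. With a mean FPKM of at least 5 the correlation was 0.56. The cause of these shifts was not tested. Ddx1 in siEXOSC3 cells changed sign with quantile normalization, at -0.0058, and Sncg in siDDX1 cells with the GC and length trend removed, at -0.029. Both are near 0. In the remaining settings that keep every library, the counts of genes stayed within 1.5 times those given, apart from the fit with a replicate block.

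The replicate numbers are shared between conditions, but the methods describe plates seeded for each condition and name no pairing. Deviations from the group means of same-numbered scramble and knockdown libraries correlated at 0.03, -0.31 and -0.13 for siEXOSC3 and at -0.01, 0.38 and 0.37 for siDDX1. A replicate block lowered the counts of siEXOSC3 and raised those of siDDX1. No pairing was seen for siEXOSC3, and for siDDX1 it remains open. With a replicate block, 1059 genes decreased in siEXOSC3 and 1085 increased in siDDX1 cells, and Ints6 in siDDX1 cells had a log2 fold change of -0.29 with an adjusted p-value of 0.0399. Its adjusted p-value lay between 0.0399 and 0.126 over the alternatives other than leaving out a library.

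Leaving out each library in turn left fewer samples per fit and moved the counts widely. The siEXOSC3 counts ranged from 1027 to 2379 increased and from 583 to 2508 decreased genes, and the siDDX1 counts from 95 to 1818 and from 58 to 1706. The shared lists ranged from 55 to 708 increased and from 17 to 667 decreased genes, and the correlation from 0.51 to 0.58. The highest siDDX1 and shared counts came without siDDX1 replicate 3, and the lowest without scramble replicate 1 or 3. The log2 fold changes of Ints6, Celf4 and Bambi were more stable, whereas that of Hist1h2ad in siEXOSC3 cells ranged from -2.02 to -0.85. Ints6 ranged from -0.56 to -0.33 in siEXOSC3 and from -0.38 to -0.24 in siDDX1 cells, Celf4 from 0.69 to 0.89 and Bambi from -0.99 to -0.78 in siDDX1 cells. Those of 5 genes and knockdowns not past the threshold crossed 0. Ddx1 in siEXOSC3 cells ranged from -0.045 to 0.040, Ints8 from -0.18 to 0.0034 and Rpl26 from -0.34 to 0.28, and in siDDX1 cells Ache ranged from -0.14 to 0.13 and Sncg from -0.0083 to 0.14.

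The other genes named are counted once per knockdown. Across the alternatives that keep every library, 4 of them became weaker, in 8 changes, and 2 stronger, in 2 changes. When a library was left out, 17 became weaker in at least 1 fit, in 55 changes, and 3 stronger, in 3 changes. Among the lists, 3 became weaker, in 7 changes, and 3 stronger, in 4 changes. The gene sets were not refitted with a library left out, and only their medians were computed. No count carries its own sampling error, since FPKM hold no reads, and the depth limits low genes such as Bambi and the interferon-stimulated genes the most.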

Differences from the paper's values

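The paper's counts come from Cuffdiff, which was not run again here. All counts given here come from limma fits of log2(FPKM + 1), so a difference may lie in the method. The paper reports 968 decreased genes in siDDX1 cells, and 559 were found here. Of the alternatives set before the data were examined, the one with a replicate block came within 1.5 times, with 808 genes, and the others did not.

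The paper reports 599 genes decreased in both knockdowns, and 282 were found here. Without siDDX1 replicate 3 the number was 667, and under no other alternative set before the data were examined was it within 1.5 times. The paper gives these genes as 27% of the decreased genes of siEXOSC3, and the share here is 16.0%. It was 24.7% with a replicate block, 37.7% without siDDX1 replicate 3 and 21.9% without siEXOSC3 replicate 1, and outside that range with the other alternatives.

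The title of Fig. 8 states that more transcripts decreased than increased in both knockdowns. Here 282 decreased and 378 increased, and more decreased than increased in 0 of the 20 settings. Those settings are all variants of the limma fit, so they do not test the paper's method. The Discussion states that decreased transcripts outnumber increased ones for both depletions. Here 1877 increased and 1767 decreased in siEXOSC3, and 623 and 559 in siDDX1 cells. Decreased genes were more numerous in siEXOSC3 cells with a mean FPKM of at least 5 (1382 increased, 1649 decreased), with quantile normalization (1697 and 1863) and without siEXOSC3 replicate 2 (2379 and 2508). In siDDX1 cells this was the case in no setting. The percentages in the Discussion give increased transcripts as the larger share for both depletions, while the paper's own counts make 44.5% of the changed genes increased in siEXOSC3 and 43.1% in siDDX1 cells, so the percentages match the paper's counts only with the directions exchanged. Here 51.5% and 52.7% increased. Fig. 9D marks Ints6 as changed in siDDX1 cells, and its limma adjusted p-value here was 0.0738. The paper's statistics section names an unpaired t test for comparisons between groups, and the legend of Fig. 9 names no test. The limma p-value before adjustment over all genes was 0.0114, and an exact permutation test of its FPKM gave p = 0.1, the smallest possible. The adjusted p-value was 0.0399 with a replicate block and 0.00344 without siDDX1 replicate 3, in a range from 0.00344 to 0.217 over the alternatives.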

Other observations

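The tests of siDDX1 replicate 3 and the trend removals for axon guidance and histone genes were chosen after the result was seen, and the other tests after the pattern but before their own value was seen.

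Only the real split of the 6 libraries gave counts as large as those reported. For siEXOSC3 it was 1 of the 10 splits for the increased and 1 of the 10 for the decreased genes, and likewise 1 of 10 for each direction in siDDX1. The other 9 splits called 0 genes in both knockdowns. At an unadjusted p-value under 0.05 they gave 45 to 883 genes against 5102 for the real split in siEXOSC3, and 52 to 1813 against 3345 in siDDX1. Each of those splits places knockdown and scramble libraries on both sides, which widens the spread within a side and lowers its count. Simulated unchanged groups gave at most 5 and 3 calls, a number that the adjustment itself holds low. With 10 splits the share cannot be below 0.1, so a chance split cannot be told apart by this count alone.

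The correlation of the log2 fold changes of both knockdowns was examined without shared scramble libraries. Over the 6 pairings in which each knockdown was set against different scramble libraries, the mean was 0.44, between 0.40 and 0.51. This argues against the shared scramble libraries as the whole cause. After removal of GC and length trends from each library it was 0.45, between 0.40 and 0.52, which argues against a GC or length trend as the whole cause. The scramble libraries differ from each other in GC trend, with Spearman rho of -0.32, -0.076 and 0.34 against the others. Other effects common to both transfections remain open, such as a general response to the loss of a protein, as does a role of both proteins on the same transcripts.

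siDDX1 replicate 3 changed less than replicates 1 and 2. The 3523 genes called without it changed in it by 0.43 of the change in the others, with 81.2% in the same direction. That ratio is lowered by selection, since those genes were chosen on the other libraries. The same ratio was 0.57 for siEXOSC3 replicate 2. A second measure was therefore taken after the first had been seen, over the 3569 genes called in siEXOSC3 cells, which were not chosen on siDDX1 libraries. Their median change was 12.8, 12.9 and 9.05% of the scramble mean in replicates 1, 2 and 3, a ratio of 0.70 (95% of resampled gene lists between 0.655 and 0.759). Ddx1 was lost by 77.6, 77.1 and 72.2%, a ratio of 0.93. A share of cells without depletion would scale both alike. With 1 library and 1 target gene this cannot be told apart from library noise, which resampled genes do not cover. Lower depth is argued against, because at 1.21 replicate 3 was the deepest of the siDDX1 libraries.

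Cytosolic ribosomal protein genes rose in siDDX1 libraries 1 and 2, by 0.48 and 0.44, and by 0.096 in replicate 3, with the scramble libraries between -0.17 and 0.14. Of 78 genes, 77 had a positive log2 fold change, but 2 increased past the threshold (Rpl26 and Rpl34), and 0 did adjusted over the list alone, where 47 rose at an unadjusted p-value under 0.05. The call of Rpl26 was lost in 5 and that of Rpl34 in 4 of the 6 fits without one library, with adjusted p-values up to 0.112 and 0.0871, and that of Rpl26 also in 1 of the 9 other alternatives. Camera gave an adjusted p-value of 1.60e-12 and fry 0.147, so the result depends on the test used. The rise was 0.30 after removal of GC and length trends, and 0 of 10000 lists matched on expression were as high, although those lists rose by 0.13 themselves. With quantile normalization it was 0.064. A shift of the most abundant transcripts in replicates 1 and 2 may contribute, and the median of the list cannot be separated from the scaling.

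snoRNA host genes fell in siEXOSC3 libraries by -0.12, -0.25 and -0.43, with scramble replicate 3 at -0.22. Of 13 genes, 8 decreased and 2 increased, among them Snhg3 (log2 fold change -0.70), Snhg10 (-0.48) and Snhg14 (0.66). Camera gave an adjusted p-value of 0.0433 and fry 0.116. The call of Snhg3 in siEXOSC3 cells was lost without scramble replicate 1 (adjusted p = 0.0579). Snhg3 and Snhg10 also fell in siDDX1 cells, by log2 fold changes of -0.84 and -0.88. Among 10000 matched lists 0 were as low, although the most extreme of them, at -0.34, came close. The value after removal of GC and length trends was -0.28, but only 53.8% of the list had these properties and those 7 genes were not past camera (adjusted p = 0.271), so that trend cannot be told apart. With quantile normalization the camera adjusted p-value was 0.0625, in a range from 0.0234 to 0.274 over the alternatives. Replication-dependent histones passed camera in siDDX1 cells (adjusted p = 0.0140) and not fry (0.487), with 1 gene increased (Hist1h4i, log2 fold change 1.21). Their libraries were at 0.092, -0.022 and 0.44, inside the range of the scramble libraries for 2 of them, and the list stood at 0.16 over the 3 libraries together, at 0.016 without siDDX1 replicate 3 and at 0.28 without siDDX1 replicate 2. With quantile normalization it stood at 0.044 and with GC and length trends removed at 0.085, and neither passed camera (adjusted p = 0.608 and 0.375, in a range from 2.21e-04 to 0.608 over the alternatives), so the list depends on the scaling and a GC or length trend cannot be told apart. In siEXOSC3 cells it stood at -0.094, and at 0.074 without siEXOSC3 replicate 3.

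The remaining lists passed neither test in the fit as reported. Axon guidance ligands and receptors nevertheless lay above all scramble libraries in both knockdowns, at 0.19, 0.13 and 0.24 in siEXOSC3 and at 0.10, 0.097 and 0.088 in siDDX1 libraries, with the scramble libraries between -0.056 and 0.059 and between -0.052 and 0.058. Of 31 genes 6 increased and 2 decreased in siEXOSC3 cells, and of 30 genes 5 increased and 2 decreased in siDDX1 cells, or 6 and 2 and 7 and 5 adjusted over the list alone. The list had camera adjusted p-values of 0.0554 in siEXOSC3 and 0.193 in siDDX1 cells (fry 0.0836 and 0.0959). After removal of GC and length trends the values were 0.15 and 0.066, which are not past camera, so these trends cannot be told apart from the change. With no filter on low FPKM they were 0.041 and 0.0054, instead of 0.20 and 0.068 over the 3 libraries together. With a mean FPKM of at least 5 they were 0.19 and 0.18, over 19 and 18 genes. The siDDX1 value was 0.13 without siDDX1 replicate 2, 0.11 without scramble replicate 2 and 0.10 without scramble replicate 3. No biological explanation was tested. Over the alternatives the adjusted p-values of this list ranged from 0.0453, with protein-coding genes alone, to 0.274 for siEXOSC3, and from 0.0323, with a mean FPKM of at least 5, to 0.315 for siDDX1. RNA exosome cofactors had 0.384 and 0.876, and p53 target genes 0.544 and 0.931. In the other knockdown, ribosomal proteins had 0.829, histones 0.458, interferon-stimulated genes 0.813 and ATF4 target genes 0.479 in siEXOSC3 cells, and snoRNA host genes had 0.494 in siDDX1 cells.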
